# Unique activities of two overlapping *PAX6* retinal enhancers

**DOI:** 10.26508/lsa.202302126

**Published:** 2023-08-29

**Authors:** Kirsty Uttley, Andrew S Papanastasiou, Manuela Lahne, Jennifer M Brisbane, Ryan B MacDonald, Wendy A Bickmore, Shipra Bhatia

## Abstract

Enhancers play a critical role in development by precisely modulating spatial, temporal, and cell type-specific gene expression. Sequence variants in enhancers have been implicated in diseases; however, establishing the functional consequences of these variants is challenging because of a lack of understanding of precise cell types and developmental stages where the enhancers are normally active. *PAX6* is the master regulator of eye development, with a regulatory landscape containing multiple enhancers driving the expression in the eye. Whether these enhancers perform additive, redundant or distinct functions is unknown. Here, we describe the precise cell types and regulatory activity of two *PAX6* retinal enhancers, HS5 and NRE. Using a unique combination of live imaging and single-cell RNA sequencing in dual enhancer–reporter zebrafish embryos, we uncover differences in the spatiotemporal activity of these enhancers. Our results show that although overlapping, these enhancers have distinct activities in different cell types and therefore likely nonredundant functions. This work demonstrates that unique cell type-specific activities can be uncovered for apparently similar enhancers when investigated at high resolution in vivo.

## Abstract (precis)

A unique combination of high-resolution imaging and single-cell RNA sequencing in zebrafish reveals cell type-specific activities of developmental eye enhancers.

## Introduction

Regulatory elements such as enhancers control the activation of target genes in precise spatial and temporal patterns, ensuring proper gene expression and the successful development of complex organisms (Long et al, 2016). The human genome contains millions of predicted enhancers, and noncoding mutations affecting enhancers can cause Mendelian disease, and contribute to complex phenotypes and drive evolutionary differences between species (Lettice et al, 2003; ENCODE Project Consortium, 2012; Maurano et al, 2012; Smemo et al, 2012; Bhatia et al, 2013; Long et al, 2020). Unravelling the functions of noncoding elements is key to understanding the regulatory rules of enhancers and the consequences of sequence variation. However, understanding the functions of enhancers remains a fundamental challenge (Meuleman et al, 2020; Jindal & Farley, 2021). In contrast to protein-coding sequences, it is not possible to predict the function of an enhancer from the sequence alone. Transcription factor-binding sites within enhancers often correspond to suboptimal binding motifs, making it hard to predict which binding sites and transcription factors are important for function (Farley et al, 2015, 2016). Another confounding problem is the cooperativity, or perhaps redundancy, of enhancers. Several studies have shown that mutation or loss of an enhancer does not necessarily cause observable, gross phenotypes in animal models (Antosova et al, 2016; Osterwalder et al, 2018; Kvon et al, 2020; Snetkova et al, 2021). This may be because of the buffering of enhancer loss by multiple elements driving similar patterns of gene expression, acting redundantly. Such overlapping enhancers can however have unique or additive effects, but the phenotypes arising from the mutation of these elements can be subtle and highly cell type-specific (Dickel et al, 2018; Long et al, 2020). It is therefore important to understand the precise functions of enhancers, particularly for elements with similar tissue-specific domains of activity.

The expression of pleiotropic developmental genes is controlled by multiple tissue-specific enhancers, and it is common for such genes to have multiple elements with apparently similar spatiotemporal activities (Kvon et al, 2021). An example is the regulatory landscape of *PAX6*, encoding a developmental transcription factor which, among other functions, is a master regulator of eye development, controlling functions ranging from the specification of the eye field to maintaining progenitor populations, and influencing the differentiation of multiple cell types (van Heyningen, 2002). The large *PAX6* regulatory landscape contains several identified enhancers active in overlapping domains of the developing lens and retina (Kammandel et al, 1999; Kleinjan et al, 2001; McBride et al, 2011; Ravi et al, 2013; Bhatia et al, 2014; Lima Cunha et al, 2019) (Fig 1A). The sequence of *PAX6* is highly conserved from flies to humans, as is its role in the specification of eye development (Halder et al, 1995; Onuma et al, 2002). Human *PAX6*-regulatory elements, and their activities, also show high levels of conservation in vertebrate genomes (Williams et al, 1998; Griffin et al, 2002; Tyas et al, 2006; Bhatia et al, 2014). Mutations affecting these *PAX6* regulatory elements, ranging from large-scale genome rearrangements to single-nucleotide point mutations, can cause eye malformations such as aniridia (Lauderdale et al, 2000; Kleinjan et al, 2001; Bhatia et al, 2013). As is the case for other developmental loci, understanding the functions of individual *PAX6* enhancer elements, and whether they act in redundant, additive, or distinct ways, will help to decode noncoding mutations at this locus and further our understanding of the mechanisms of enhancer activity during development.

**Figure 1.**
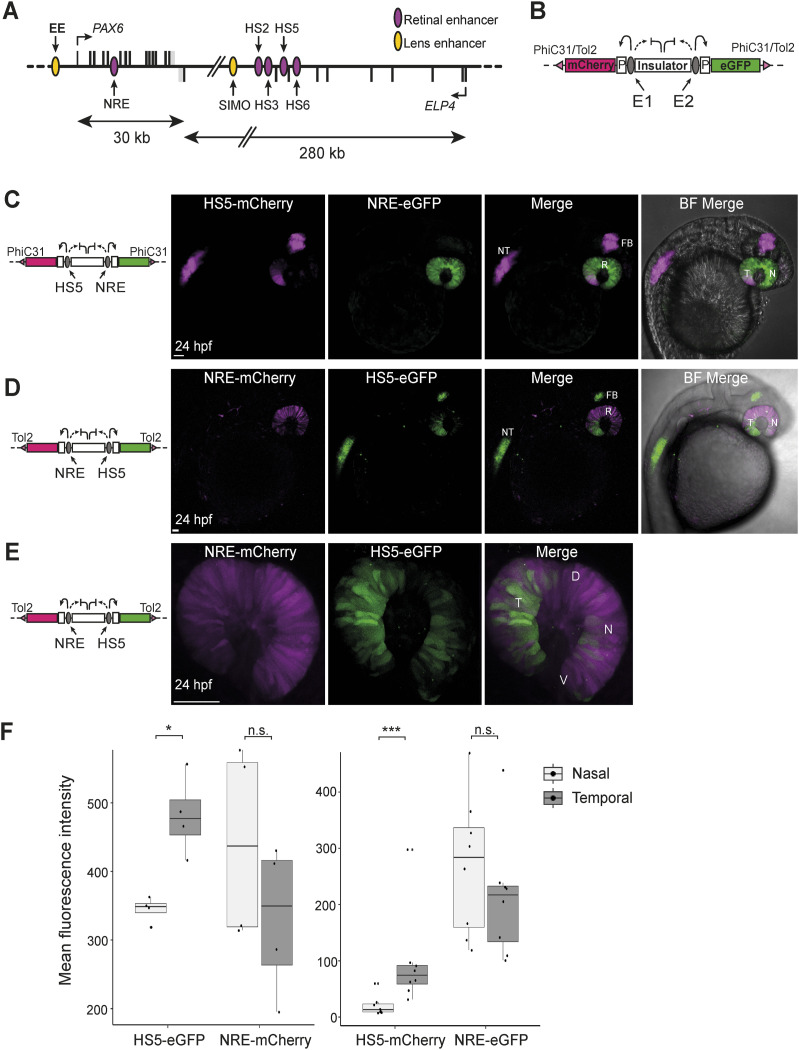
Activity of HS5 and NRE in a dual enhancer–reporter system during zebrafish embryonic development. **(A)** Map of human *PAX6* regulatory locus showing the position of eye enhancers including HS5 and NRE (retinal, purple; lens, yellow). **(B)** Dual enhancer–reporter injection construct. mCherry and eGFP are transcribed from a minimal *gata2* promoter (P) activated by enhancer E1 or E2. An insulator based on the chicken HS4 sequence separates the enhancers. Targeted PhiC31 integration or random Tol2 integration is used to insert the dual-reporter construct into the zebrafish genome (Bhatia et al, 2021). **(C)** Live imaging of a 24-hpf NRE-eGFP/HS5-mCherry F1 embryo (10x objective). NRE (eGFP) is active throughout the retina (R). HS5 (mCherry) is active in the forebrain (FB), neural tube (NT), and in the retina where activity is highest in the temporal (T) half of the retina, compared with the nasal (N) side. **(D)** Live imaging of a 24-hpf NRE-mCherry/HS5-eGFP F1 embryo showing the activity of HS5 (eGFP) in FB, NT, and predominantly the temporal retina, towards the ventral (V) side as opposed to dorsal (D). NRE (mCherry) is active throughout the retina (10x objective); **(E, D)** as in (D), but at higher resolution (40x water immersion objective). Scale bars 50 μm. **(F)** Quantification of mean fluorescence intensity for mCherry and eGFP in the nasal versus temporal retina at 24 hpf in NRE-mCherry/HS5-eGFP (left) and NRE-eGFP/HS5-mCherry (right) F1 embryos. The activity of HS5 (eGFP or mCherry) is significantly higher in the temporal retina. n F1 embryos imaged ≥4. Wilcoxon test results: ns, not significant; *, *P* < 0.05; ***, *P* < 0.001. Scale bars 50 μm.

Here, we use a previously developed dual enhancer–reporter assay in *Danio rerio* (zebrafish) to dissect the activity of two overlapping human *PAX6* retinal enhancers, HS5 and NRE (Bhatia et al, 2021). This assay has previously been used to study the activity of human enhancers and recapitulates known patterns of activity for WT and mutant sequences (Bhatia et al, 2021). Compared with enhancer–reporter assays in cell lines, this assay preserves the tissue-specific context of enhancer activities and allows visualisation of their spatial and temporal domains of activity in live animals during development, and in-depth characterisation and comparison of two enhancers in the same embryo. Using a unique combination of live-imaging and single-cell RNA sequencing (scRNA-seq), we uncover differences in the spatial, temporal, and cell-type activities of HS5 and NRE. Our results demonstrate how distinct differences between two enhancers with overlapping activities can be revealed by high resolution in vivo analysis.

## Results

### HS5 and NRE have unique patterns of spatial and temporal activity in the developing retina

HS5 and NRE are two human *PAX6* enhancers (Fig 1A) known to be active in the developing retina, with an apparent overlap in their domains of activity (Plaza et al, 1995; Kammandel et al, 1999; McBride et al, 2011). The activity of these elements has been assessed individually in enhancer–reporter assays, using highly conserved sequences from mouse, quail, lamprey, and elephant shark (Plaza et al, 1995; Kammandel et al, 1999; McBride et al, 2011; Ravi et al, 2013, 2019). Studies on the mouse NRE sequence (also referred to as α-enhancer) have indicated that NRE is active in retinal progenitors and amacrine cell development (Marquardt et al, 2001; Kim et al, 2017; Dupacova et al, 2021). However, the precise stage and cell type-specific functions of these enhancers have not been fully characterised. To precisely define and directly compare the functional activities of HS5 and NRE, we created a dual enhancer–reporter zebrafish line using the QSTARZ system (Fig 1B) (Bhatia et al, 2021). This line contains a dual enhancer–reporter cassette, with the enhancers separated by insulators, inserted into the zebrafish genome using PhiC31 recombination at a single, known, landing pad site. In this line, NRE can activate the expression of eGFP, whereas HS5 can activate mCherry (Fig 1C). Thus, the activity of these enhancers during zebrafish development can be visualised by the expression of eGFP and mCherry. We used time-lapse and live imaging of these NRE-eGFP/HS5-mCherry enhancer–reporter embryos to compare the spatiotemporal activities of HS5 and NRE during development. This recapitulates the known domains of activity for these elements. 24 hours post-fertilisation (hpf), NRE-eGFP is active within the retina, whereas HS5-mCherry can be visualised in the retina and the neural tube and forebrain (Fig 1C and Video 1). The activity of both of these elements in the retina peaks between 24–48 hpf, and decreases thereafter (Video 1). We confirmed this result by creating a dye-swapped dual enhancer–reporter line using random Tol2 integration on a WT background, in which NRE now activates mCherry, whereas HS5 can activate eGFP (NRE-mCherry/HS5-eGFP) (Fig 1D).

Video 1 Time-lapse imaging reveals NRE and HS5 activity during development. Time-lapse imaging of an NRE-eGFP/HS5-mCherry F1 embryo from 24–70 hpf. Scale bar 100 μm. Download video

In both reporter lines, within the retina, we observed an apparent enrichment of HS5 activity specifically in the temporal portion of the retina (Fig 1C–E). This was quantified by comparison of the mean eGFP and mCherry fluorescence in the two sides of the retina. There was no significant difference in overall fluorescence intensity for NRE between the nasal and temporal sides of the retina, but HS5 activity was significantly higher in the temporal part of the retina (Fig 1F).

To investigate this further, we carried out high-resolution live imaging of multiple NRE-eGFP/HS5-mCherry enhancer–reporter embryos at 24, 48, and 72 hpf. We observed a clear difference in the spatial activity of these enhancers within the retina, with NRE broadly active throughout and HS5 highly active in the temporal portion at all three time-points (Fig 2A). Quantification of mean fluorescence intensity confirmed significantly higher HS5 (mCherry) signal in the temporal versus nasal retina from 24–72 hpf, which was not observed for NRE (eGFP) (Fig 2B). As a control, we created a dual enhancer–reporter line containing the NRE enhancer at both positions in the cassette (NRE-eGFP/NRE-mCherry) (Fig S1A). Imaging of these embryos showed a clear overlap between eGFP and mCherry expressions throughout the retina (Fig S1A). Quantification of mean fluorescence intensity at 48 and 72 hpf showed no significant difference in the temporal versus nasal signal for mCherry or eGFP (Fig S1B). However, we observed that the fluorescence intensity for NRE-mCherry at 24 hpf was significantly higher in the nasal retina (Fig S1B). This is consistent with the NRE-eGFP and NRE-mCherry measurements in the HS5/NRE reporter lines, which show a modest but not significant increase in NRE activity in the nasal versus temporal retina at 24 hpf (Figs 1F and 2B). We conclude that at 24 hpf, NRE activity is modestly higher in the nasal retina, the direct inverse of HS5 whose activity is highest in the temporal retina from 24–72 hpf. These contrasting patterns of activity led us to speculate that HS5 and NRE have distinct functions in PAX6-mediated retinal development.

**Figure 2.**
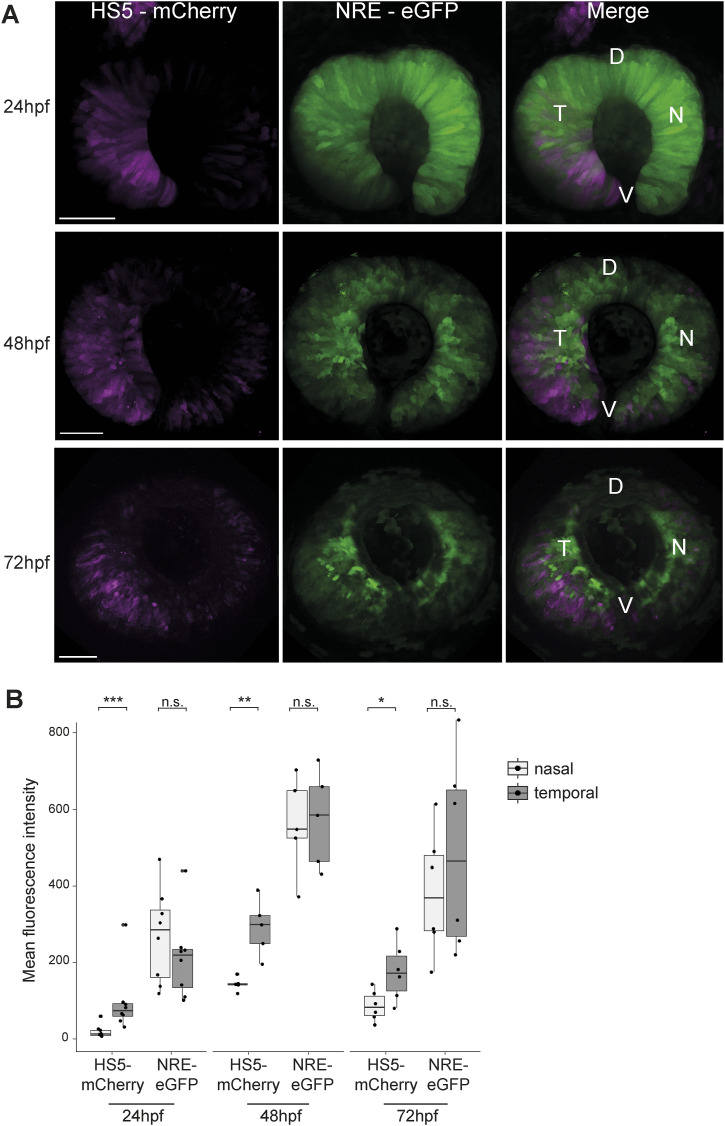
HS5 and NRE are active in different zones of the developing retina. **(A)** Live imaging at 24, 48, and 72 hpf in the developing retina of NRE-eGFP/HS5-mCherry F1 embryos. D, dorsal; V, ventral; T, temporal; N, nasal. Scale bars 50 μm. **(B)** Quantification of mean fluorescence intensity for mCherry (HS5) and eGFP (NRE) in the nasal versus temporal retina at 24, 48, and 72 hpf. Each measurement represents one embryo. The activity of HS5 (mCherry signal) is significantly higher in the temporal retina at all time points. n F1 embryos imaged ≥6 for all time points. Wilcoxon test results: ns, not significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

**Figure S1.**
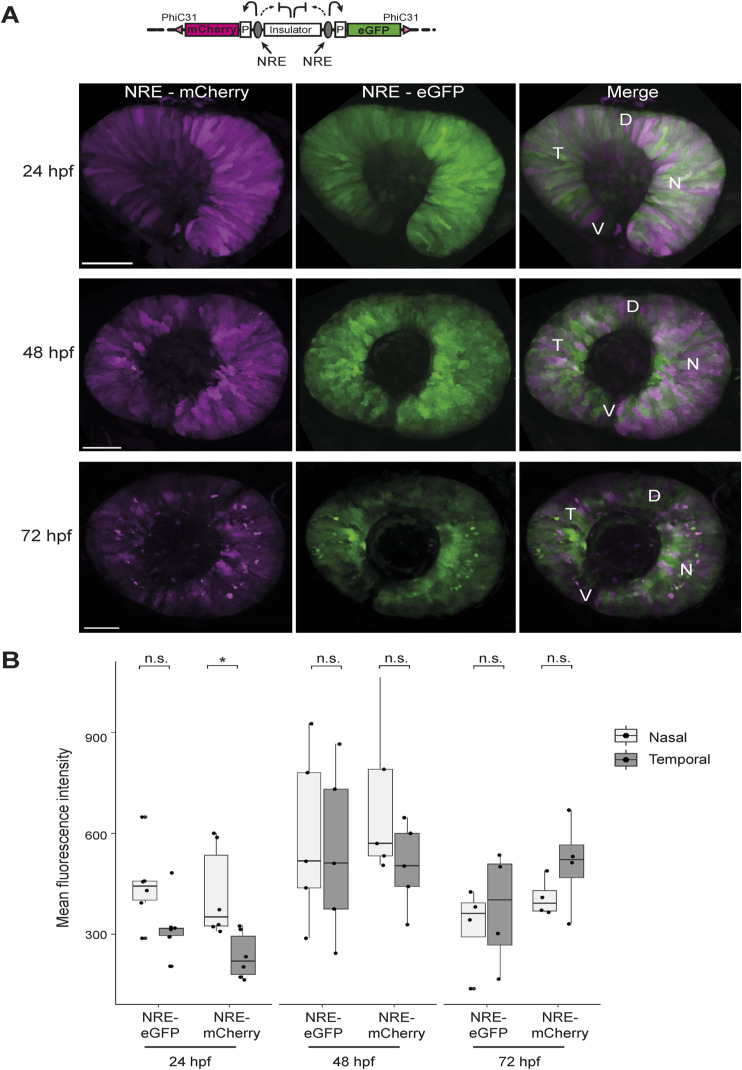
NRE control enhancer–reporter line reveals differential activity of NRE at 24 hpf. **(A)** Live imaging of NRE-eGFP/NRE-mCherry F1 embryos shows overlapping retinal signal for mCherry and eGFP at 24, 48, and 72 hpf. At 72 hpf, a layer of strongly positive NRE-active cells can be seen in the neural retina. **(B)** Quantification of mean fluorescence intensity for mCherry and eGFP in NRE control embryos at 24, 48, and 72 hpf shows that NRE (mCherry) activity is significantly higher in the nasal retina compared with the temporal zone at 24 hpf. n F1 embryos imaged ≥5 for all time points. Wilcoxon test results: ns, not significant; *, *P* < 0.05. D, dorsal; V, ventral; T, temporal; N, nasal. Scale bars 50 μm.

### scRNA-seq reveals that HS5 and NRE are active in distinct cell types in the developing zebrafish retina

To define the precise cell types within the retina where HS5 and NRE are active, we carried out scRNA-seq on retinae from NRE-eGFP/HS5-mCherry reporter embryos. With this technique, we aimed to uncover cell type or transcriptional differences between the two enhancer-active populations. We dissected eyes from 48 hpf NRE-eGFP/HS5-mCherry embryos (F1) and used FACS to enrich for either mCherry-positive/HS5-active cells or eGFP-positive/NRE-active cells (Fig S2). 

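Eyes were dissected at 48 hpf from F1 embryos that carry both reporters, NRE driving eGFP and HS5 driving mCherry, and the dissociated cells were sorted by FACS before droplet capture. The processed data hold 6 libraries, 3 of mCherry-enriched and 3 of eGFP-enriched cells. Taking the replicate number as the round of sorting in Fig S2, the mCherry-enriched library of replicate 1 was sorted for cells positive for both reporters, and those of the other replicates for all mCherry-positive cells. The authors counted UMIs per gene and barcode with Cell Ranger on the GRCz11 genome with added eGFP and mCherry sequences, and deposited the counts of all barcodes before any filter or normalisation, for 25109 genes. The mCherry-enriched libraries hold 23408456, 15546384 and 16051206 UMIs in replicates 1 to 3, and the eGFP-enriched libraries 86803928, 14307132 and 34716276. Barcodes were filtered after the paper's methods. Barcodes with at most 100 UMIs served as the ambient profile for emptyDrops, which ran without mitochondrial and ribosomal genes, and barcodes with at least 500 genes, at least 800 UMIs and at most 10% mitochondrial UMIs were kept. The paper's text names no FDR for emptyDrops, and 0.001 was used. All tests compare UMI sums or cell counts per library, because cells of one library are not replicates. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1. The largest library, eGFP-enriched replicate 1, has 26294 barcodes of at least 800 UMIs, against 664 to 3284 in the other libraries, so values that pool cells rest mostly on it. Cell calling was run in 2 configurations, and the second replaced the first after its cell counts had been seen.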

Three samples for each population were processed for scRNA-seq using the 10x Genomics Chromium single-cell 3′ gene expression technology. 

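The filters kept 729, 514 and 1220 cells in mCherry-enriched replicates 1 to 3, and 12093, 371 and 3002 cells in eGFP-enriched replicates 1 to 3, 17929 in total. The 12093 barcodes kept in eGFP-enriched replicate 1 exceed the approximate number of cells that the methods give as processed per sample. If that number holds, some of these barcodes are not cells. The filters on genes, UMIs and mitochondrial share without emptyDrops kept 17930 barcodes in total. All kept cells were clustered with the parameters of the methods (SCTransform with regression of mitochondrial share and cell cycle scores, 50 principal components, Harmony by library, 15 dimensions, k = 20 and Louvain resolution 0.6), but without the genes named in the paper's text among the features, which gave 33 clusters. The paper removed cells of non-retinal identity before clustering, by atlas mapping. Here clusters that matched non-retinal marker genes were removed after it, which left 16664 retinal cells in 24 clusters, with a median of 638 genes per cell. The median differed widely between libraries, from 563 genes in eGFP-enriched replicate 1 to 1536 in eGFP-enriched replicate 3. Of the alternatives run, the minimum of genes moved the number of cells and the median of genes most. With at least 1000 genes per cell, 5606 cells were kept, of which 4212 were retinal, in 11 retinal clusters with a median of 1917 genes. An ambient limit set by barcode rank, chosen after seeing the data, kept 8756 cells, of which 7508 were retinal, in 10 retinal clusters with a median of 1273 genes.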

After quality control (QC) and filtering we carried out K-nearest neighbour analysis followed by Louvain clustering on 6,288 cells, revealing 13 distinct clusters (Fig 3A). We used enriched marker genes to annotate each cluster, using gene expression data from ZFIN and the literature for known retinal cell types (Sprague et al, 2008) (Figs 3B and C and S3 and Table S1). 

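The gene pcna was compared between each class of cells and all other retinal cells of the same library. Classes were rebuilt from the paper's marker genes with pcna left out, and are called stem cell-like, progenitor-like and so on. In stem cell-like cells pcna reached 1400 ± 265 CPM of the UMIs of these cells (SD, n = 6 libraries), against a mean of 516 in the other cells, a log2 fold change of 1.49 (standard error 0.10, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 6 of 6 libraries. Only 4 libraries held at least 10 progenitor-like cells. There the level was 993 ± 389 (SD, n = 4 libraries), with a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.0189 from the same edgeR test), higher in 4 of 4 libraries. The value in progenitor-like cells depended on how clusters were formed. It was 2.06 among cells with at least 1000 genes, and -0.13 with log-normalisation in place of SCTransform. With each cell thinned to 800 UMIs it was 0.29 and did not pass correction (adjusted p = 0.915, edgeR), nor did it by DESeq2 (adjusted p = 0.15). It lost its call without eGFP-enriched replicate 3 (0.51, adjusted p = 0.400), mCherry-enriched replicate 1 (0.92, adjusted p = 0.0824) or mCherry-enriched replicate 3 (0.63, adjusted p = 0.162). At least 1 pcna UMI was found in 72.1% of the stem cell-like cells (95% exact interval 68.5 to 75.6, median 2516 UMIs per cell). In RGC-like cells, which served as the background class, 867 of 1928 cells had one (42.7 to 47.2%, median 1477 UMIs). With every cell thinned to 800 UMIs, which left out no cell, the shares were 50.5% and 26.5%. These intervals cover counting error only. Stem cell-like cells numbered 642 and progenitor-like cells 958, of which 868 came from eGFP-enriched replicate 1.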

A large proportion of the cells were classified as progenitors or stem cells, marked by high expression of *pcna* (proliferating cell nuclear antigen). 

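Cell cycle phases were called with Seurat's scores after each cell had been thinned to 800 UMIs, since the calls depend on depth. Of the stem cell-like cells, 91.5 ± 2.93% (SD, n = 6 libraries) were called S or G2M, against 36.2 ± 16.2% of the cells of the named retinal classes other than stem cell-like and progenitor-like, with unnamed clusters left out, a difference of 55.3 percentage points that was positive in 6 of 6 libraries (exact two-sided sign-flip permutation test, p = 0.0313, the smallest that 6 libraries allow). Without thinning the difference was 61.1 points. Among progenitor-like cells the share was 86.4 ± 25.9% (SD, n = 4 libraries), against 41.1 ± 18.0% in the same comparison classes, and it was higher in 3 of 4 libraries (exact permutation test, p = 0.25, where 4 libraries cannot go below 0.125). With at most 5% mitochondrial UMIs the difference in stem cell-like cells fell to 27.5 points. The lists behind the scores contain pcna, mki67 and top2a, so the calls are not independent of these genes. In stem cell-like cells mki67 was higher by 0.68 on the log2 scale (adjusted p = 0.00376, edgeR) and top2a by 0.49 (adjusted p = 0.0213, edgeR), each in 5 of 6 libraries. Whether free RNA shifts the calls was not tested.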

As expected, these clusters were also characterised as actively proliferating (S and G2/M), in contrast to the more differentiated cell-type clusters (Fig S4A). 

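Expression of fbl in stem cell-like cells was 345 ± 104 CPM (SD, n = 6 libraries), with a log2 fold change of 2.13 over the other retinal cells of the same library (standard error 0.15, adjusted p = 1.08e-05, edgeR's quasi-likelihood test). For fabp11a the level was 453 ± 200 (SD, n = 6 libraries) and the log2 fold change 2.95 (standard error 0.25, adjusted p = 3.02e-05). Both genes were higher in 6 of 6 libraries, and neither was higher in progenitor-like cells, where the log2 fold changes were -0.52 (adjusted p = 0.479) and -1.17 (adjusted p = 0.142). In progenitor-like cells hes2.2 was higher by 1.63 (standard error 0.24, adjusted p = 8.20e-06) in 4 of 4 libraries, and foxn4 by 1.59 (standard error 0.31, adjusted p = 5.40e-04) in 3 of 4 libraries. The difference in notch1a, 0.63 with a standard error of 0.29, did not pass correction over all genes (adjusted p = 0.256, edgeR, higher in 3 of 4 libraries). Its p adjusted over the list alone was 0.0427 by edgeR. Among cells with at least 1000 genes it was 2.15 (adjusted p = 0.00104, edgeR), and without eGFP-enriched replicate 1 it was 1.01 (adjusted p = 9.52e-04). With cells thinned to 800 UMIs hes2.2 and foxn4 no longer passed (1.12, adjusted p = 0.317, and 1.43, adjusted p = 0.285, edgeR), and without mCherry-enriched replicate 1 foxn4 was at 1.77 (adjusted p = 0.0554). Expression of notch1a was also higher in Müller glia-like cells, by 0.97 (adjusted p = 2.06e-04, 5 of 6 libraries).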

The stem cell cluster has high expression of genes such as *fbl* and *fabp11a* (Watanabe-Susaki et al, 2014), whereas the general retinal progenitor cluster is marked by high expression of the Notch-signalling genes *notch1a* and *hes2.2*, and the progenitor marker *foxn4* (Li et al, 2004). In addition to these cell types, we identified clusters of amacrine, horizontal, bipolar, Müller glia, photoreceptor (PR), and retinal ganglion cells (RGCs). 

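The 9 retinal classes that the marker genes named held 2346 ON bipolar-like, 1928 RGC-like, 1713 amacrine-like, 1150 PR-like, 958 progenitor-like, 747 Müller glia-like, 642 stem cell-like, 294 horizontal-like and 263 early RGC-like cells. Another 6623 retinal cells, in 12 clusters, stayed unnamed, because the mean log2 difference of the markers of the class with the highest score was below 1.0, or because another class had more markers among their leading genes. Unnamed cells made up 46.5% of the retinal cells of eGFP-enriched replicate 1 and between 21.5% and 37.4% of those of the other libraries. The rule that assigned names was written after a first clustering had been seen, and was applied once. Unnamed clusters were kept among the retinal cells, and so among the other cells in comparisons of expression by class. One of them, of 346 cells at a median of 10845 UMIs, had a higher score for progenitor markers than the progenitor-like cluster, 1.62 against 1.19. The progenitor-like cluster had a median of 1064.5 UMIs. No cluster was named OFF bipolar, early bipolar, cholinergic amacrine or PR progenitor. Among cells with at least 1000 genes, clusters of 491 early bipolar-like and 83 cholinergic amacrine-like cells were named, and with the ambient limit by rank a cluster of 1269 OFF bipolar-like cells.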

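The gene fezf2 was left out of the clustering features and of the markers. Its highest class was ON bipolar-like, with 388 ± 113 CPM (SD, n = 6 libraries) and a log2 fold change of 3.38 over the other retinal cells (standard error 0.40, adjusted p = 2.29e-04, edgeR's quasi-likelihood test, 6 of 6 libraries). That cluster scored 2.58 for ON and 2.35 for OFF bipolar markers and may hold both. The value therefore places fezf2 in bipolar-like cells and does not tell ON from OFF. With the ambient limit by rank, where an OFF bipolar-like cluster was named, fezf2 was higher there by 2.29 (adjusted p = 8.93e-05). Likewise sox2 was higher in amacrine-like cells, by 1.40 (standard error 0.27, adjusted p = 0.00821, 6 of 6 libraries). Where a cholinergic amacrine-like cluster was separate, among cells with at least 1000 genes, sox2 reached 2722 ± 885 CPM in it (SD, n = 3 libraries), a log2 fold change of 4.50, and the remaining amacrine-like cells were lower than other cells, at -1.15 (adjusted p = 0.137). At resolution 1.0, where a cholinergic amacrine-like cluster of 586 cells was separate as well, the remaining amacrine-like cells were higher, at 1.16, and passed the threshold.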

We were also able to annotate subtypes such as a cluster of OFF bipolar cells expressing *fezf2* (Suzuki-Kerr et al, 2018), and cholinergic amacrine cells, distinguished from the general amacrine cell cluster by the expression of *sox2* (Whitney et al, 2014) (Fig 3A and B).

**Figure S2.**
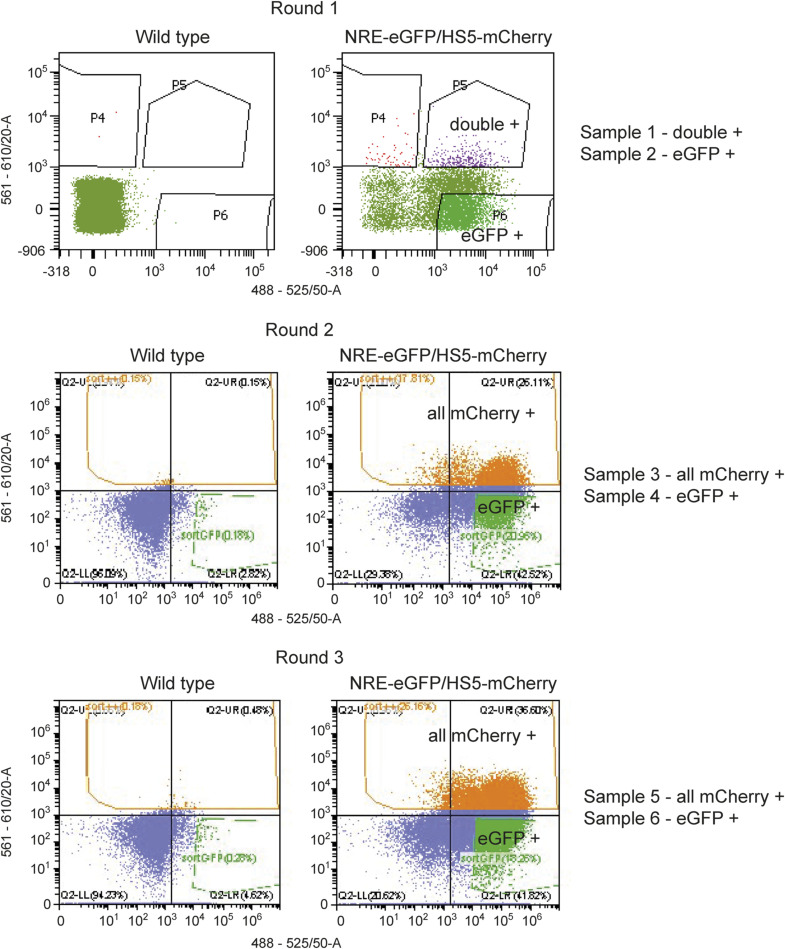
FACS profiles for scRNA-sequencing dataset. FACS plots showing WT controls (left) and NRE-eGFP/HS5-mCherry samples (right). Samples were sorted for eGFP (x-axis) and mCherry fluorescence (y-axis). In round 1, an eGFP-+ve sample and a double-+ve sample were collected and processed for scRNA-seq. In rounds 2 and 3, an eGFP-+ve sample and a sample of all mCherry-+ve were collected and processed for scRNA-seq.

**Figure 3.**
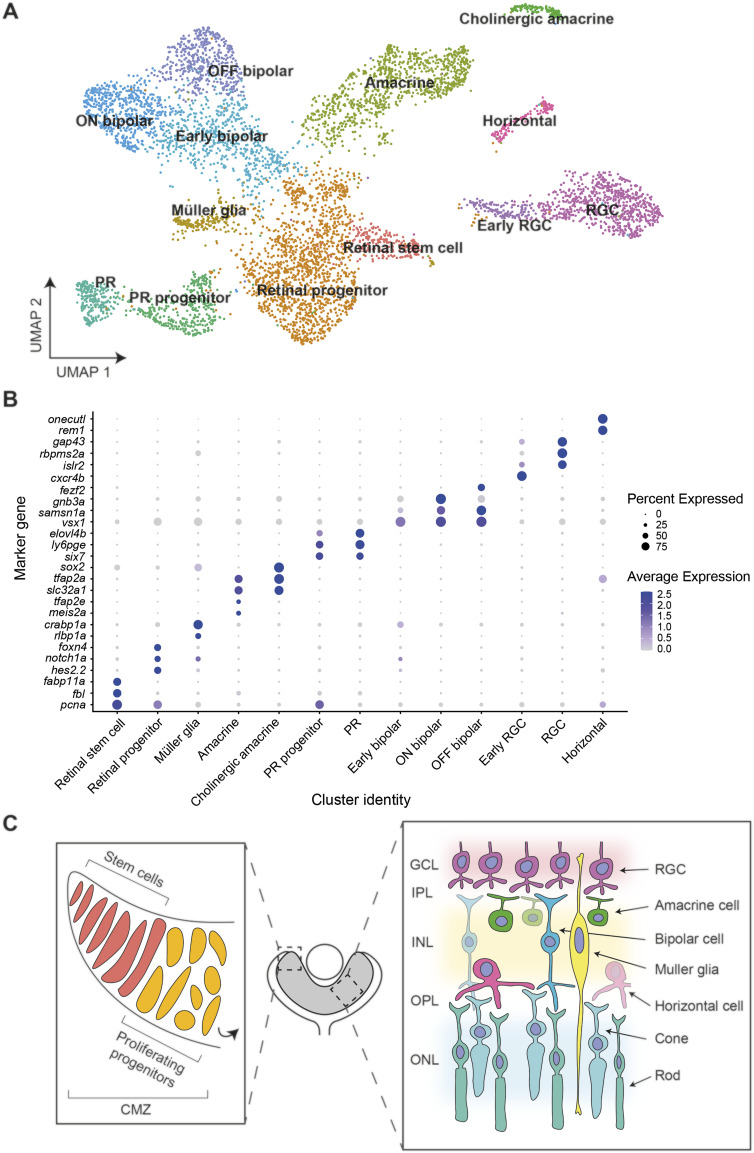
Single-cell RNA sequencing of NRE-eGFP/HS5-mCherry retinal cells at 48 hpf. **(A)** Cells from six sequenced libraries of NRE-eGFP/HS5-mCherry F1 embryos at 48 hpf, merged into one sample, and visualised on a Uniform Manifold Approximation and Projection plot created by Louvain clustering using Seurat (Butler et al, 2018). Retinal cell types are manually annotated to clusters depending on marker gene expression. **(B)** Dot plot showing average expression level and percentage of cells expressing key marker genes used to annotate cell-type clusters. **(C)** Schematic of cell types in the zebrafish retina. In the ciliary marginal zone, retinal stem cells undergo asymmetrical division to give rise to a rapidly proliferating pool of retinal progenitor cells (left), which divide and differentiate to form cells present in the retinal layers (right) (Richardson et al, 2017; Wan et al, 2016). **(A)** Colours correspond to the annotated cluster cell types in (A). RGC, retinal ganglion cell; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

**Figure S3.**
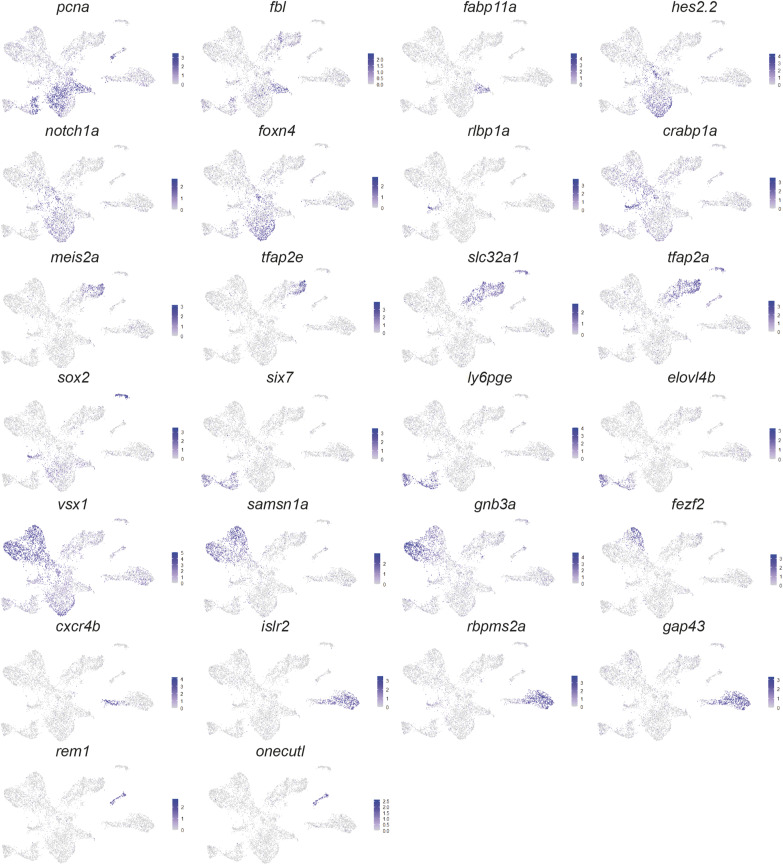
Expression of marker genes used for cluster annotation. Expression of cluster marker genes from Fig 3B visualised on UMAP plots.

Table S1 Cluster marker gene expression.

**Figure S4.**
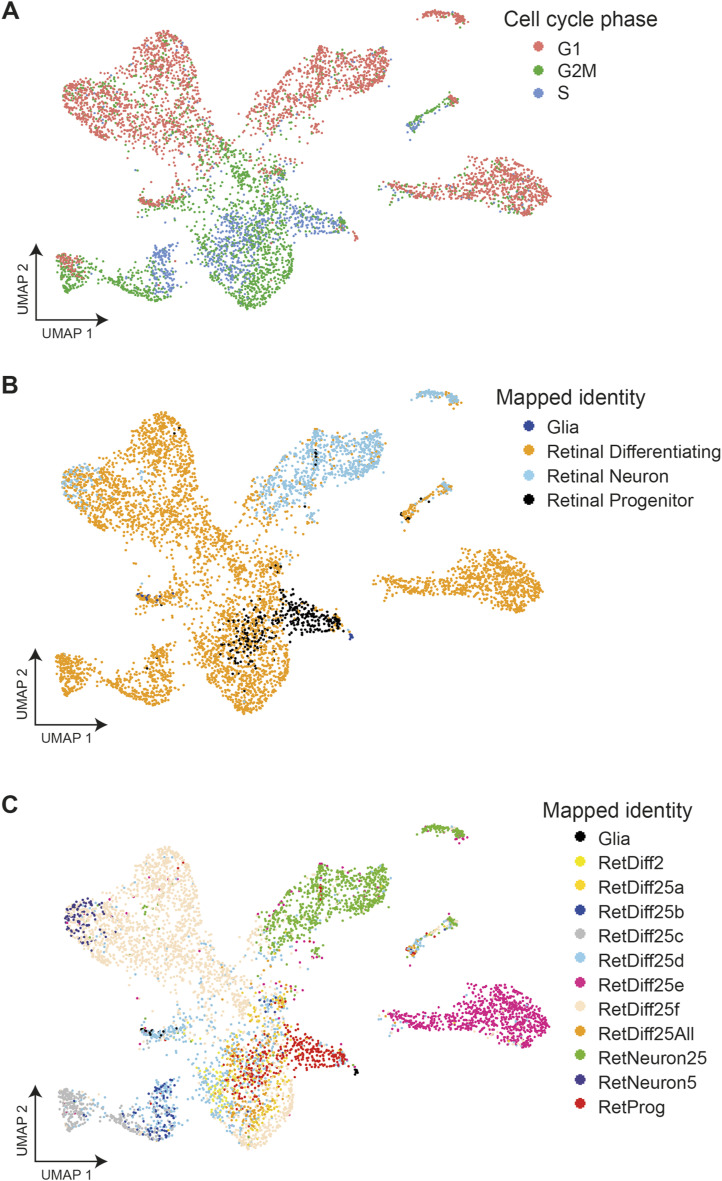
Mapped cell-type identities and assigned cell cycle phase. **(A)** Cell cycle phase assigned to cells using Seurat visualised on a UMAP plot. **(B, C)** Simplified identity of cells mapped to the Farnsworth et al (2019) single-cell expression zebrafish atlas (2 dpf), visualised on a UMAP plot; (C) shows actual mapped subtypes for retinal differentiating and neuron identities.

We also used the zebrafish single-cell transcriptomic atlas to assign cell-type identities in our dataset (Farnsworth et al, 2019). Most of the cells were assigned to “retinal differentiating” and “retinal progenitor” identities (Fig S4B). The “retinal progenitor” identity appears to specifically mark cells from the retinal stem cell cluster (Fig S4B). Comparing the assigned atlas identities with our cell-type annotations in more detail proved informative. For example, the atlas identity RetNeuron25 appears to be specific to amacrine cells, whereas RetDiff25e appears to mark RGCs (Fig S4C).

To confidently identify the cell types where the HS5 and NRE enhancers are active, we looked for the presence of mCherry and eGFP reads, respectively. We observed the highest expression of eGFP reads within both the amacrine and stem cell clusters, and the highest expression of mCherry reads within the Müller glia and retinal progenitor/stem cell clusters (Fig 4A–C). 

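Reporter UMIs were few. The 16664 retinal cells held 2183 eGFP and 166 mCherry UMIs. Over the kept retinal cells of each library, mCherry was higher in the mCherry-enriched sort, 5.48 against 0.512 CPM, a log2 fold change of 3.08 (standard error 0.69). By library these were 10.2, 0.545 and 5.69 in mCherry-enriched and 0.63, 0 and 0.905 in eGFP-enriched replicates 1 to 3. This did not pass correction over 12220 genes (adjusted p = 1.0, edgeR's quasi-likelihood test), and gave 0.00326 adjusted over the 2 reporters alone, with an exact permutation p of 0.3. With the replicate number as a block the log2 fold change was 3.42 (standard error 0.44) and passed correction over all genes (adjusted p = 0.0163, edgeR), while adjusted p ran from 0.0992 to 1.0 in the alternatives without a block. Without mCherry-enriched replicate 1 the mCherry-enriched mean was 3.12 CPM and the log2 fold change 2.34, with 0.0633 adjusted over the 2 reporters alone by edgeR. For eGFP the means were 27.5 in the mCherry-enriched and 25.4 in the eGFP-enriched libraries, a log2 fold change of 0.059 (standard error 0.59). By class, eGFP was highest in stem cell-like cells, at 68.8 ± 58.8 CPM (SD, n = 6 libraries), with a log2 fold change over the other cells of 1.63 (standard error 0.23, adjusted p = 4.88e-04) and a higher value in 6 of 6 libraries. Amacrine-like cells came next, at 47.5 ± 42.5 (SD, n = 6 libraries), with a log2 fold change of 0.97 (standard error 0.38, adjusted p = 0.0988, 4 of 6 libraries). When each cell was thinned to 800 UMIs, the value in stem cell-like cells fell short of the threshold (1.1, adjusted p = 0.136, edgeR) and that in amacrine-like cells passed it (1.3, adjusted p = 0.00501). The latter also passed without mCherry-enriched replicate 1 (1.33, adjusted p = 0.0243). RGC-like, ON bipolar-like, PR-like and horizontal-like cells had less eGFP than other cells, with log2 fold changes from -1.58 to -0.71. For mCherry the levels were 4.86 ± 6.88 CPM in Müller glia-like cells (SD, n = 6 libraries), 4.72 ± 4.39 in progenitor-like cells (SD, n = 4 libraries) and 4.31 ± 7.81 in stem cell-like cells (SD, n = 6 libraries). These rest on 31, 4 and 20 UMIs. Their log2 fold changes were 0.86 (adjusted p = 0.248), 0.55 (adjusted p = 0.871) and 0.41 (adjusted p = 0.588) by edgeR's test. The spread between libraries is wider than these differences. With named genes kept in the clustering features the Müller glia-like value was 1.40 (adjusted p = 0.00841), and with log-normalisation the progenitor-like value was -0.81 and the stem cell-like value 1.37 (adjusted p = 0.013). Without eGFP-enriched replicate 1 the progenitor-like value was -0.18, and without mCherry-enriched replicate 1 the stem cell-like value was -0.21.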

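Expression of pax6a was highest in amacrine-like cells, at 1542 ± 294 CPM (SD, n = 6 libraries), with a log2 fold change over the other retinal cells of 1.71 (standard error 0.22, adjusted p = 0.00106, edgeR's quasi-likelihood test). The level of pax6b was 1797 ± 438 in the same cells, with a log2 fold change of 1.83 (standard error 0.22, adjusted p = 8.99e-04). In RGC-like cells pax6a was at 1048 ± 147 and pax6b at 908 ± 135 (SD, n = 6 libraries), and in early RGC-like cells they were at 674 ± 16.4 and 1006 ± 199 (SD, n = 4 libraries). In amacrine-like and RGC-like cells both genes were higher than in the other cells in 6 of 6 libraries. The log2 fold changes in RGC-like cells were 0.89 for pax6a (adjusted p = 5.21e-04, edgeR) and 0.45 for pax6b (adjusted p = 0.00574). That of pax6b stayed above 0 but did not pass in 11 of 30 alternatives, with adjusted p from 0.0503 to 0.487, and that of pax6a did not in eGFP-enriched libraries alone (0.73, adjusted p = 0.0526, and at most 0.00780 in the others). In stem cell-like cells the levels were 356 ± 150 and 309 ± 191 (SD, n = 6 libraries), in Müller glia-like cells 259 ± 196 and 458 ± 148, and in progenitor-like cells 274 ± 142 and 271 ± 169 (SD, n = 4 libraries). In each of these 3 classes both genes were lower than in the other retinal cells of the library. Those other cells include amacrine-like and RGC-like cells, so a lower value does not mean that the genes were not expressed. The log2 fold changes were -0.81 and -1.19 in stem cell-like, -1.44 and -0.75 in Müller glia-like, and -1.17 and -1.33 in progenitor-like cells, with adjusted p between 1.76e-05 and 0.00553, by the same test, and neither gene was higher in any library. With cells thinned to 800 UMIs the signs were as before, while pax6a in stem cell-like cells (-0.77, adjusted p = 0.0574), pax6b in Müller glia-like cells (-0.44, adjusted p = 0.133) and both genes in progenitor-like cells (-1.06 and -1.57, adjusted p = 0.578 and 0.195) no longer passed edgeR's test. Without mCherry-enriched replicate 1 the values in progenitor-like cells were -0.74 and -1.0 (adjusted p = 0.15 and 0.0584).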

Importantly, all of these cell-type clusters also have high expression of zebrafish *pax6a* and *pax6b*, making them conceivable candidates for *PAX6* enhancer-active cell types (Fig S5A–C). 

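At least 1 eGFP UMI was found in 986 of the 16664 retinal cells (5.92%, 95% exact interval 5.56 to 6.29), and at least 1 mCherry UMI in 124 (0.744%, 0.619 to 0.887). Per library, the share with eGFP ran from 1.70% in mCherry-enriched replicate 2 to 15.3% in mCherry-enriched replicate 1, and the share with mCherry from 0 of 343 cells in eGFP-enriched replicate 2, which allows a share of up to 0.875%, to 8.10% in mCherry-enriched replicate 1. These intervals cover counting error only, and free RNA can give a cell a UMI of a gene it does not express. Among RGC-like cells, which served as the background class, 4.51% had an eGFP UMI at a median of 1477 UMIs per cell, against 20.9% of stem cell-like cells at a median of 2516 and 14.0% of amacrine-like cells at a median of 3689. For mCherry the shares were 0.726% in RGC-like, 3.08% in Müller glia-like, 1.56% in stem cell-like and 0.522% in progenitor-like cells, the last with a median of 1065 UMIs. These shares pool libraries that differ in mCherry, and 868 of the 958 progenitor-like cells came from eGFP-enriched replicate 1. As means over libraries they were 1.67 ± 3.55%, 3.89 ± 7.24% and 5.64 ± 11.0% (SD, n = 6 libraries) in the first 3 of these classes and 3.72 ± 4.41% (SD, n = 4 libraries with at least 10 of these cells) in progenitor-like cells, with spreads wider than the differences. For eGFP the means over libraries were 4.89 ± 6.14% in RGC-like, 24.6 ± 19.3% in stem cell-like and 13.0 ± 9.10% in amacrine-like cells (SD, n = 6 libraries). With every cell thinned to 800 UMIs, which left out no cell, an eGFP UMI remained in 2.80% of stem cell-like, 2.86% of amacrine-like and 0.571% of RGC-like cells. For mCherry the thinned cells with a UMI numbered 0 of 747 Müller glia-like, 0 of 642 stem cell-like, 2 of 958 progenitor-like and 1 of 1928 RGC-like cells, so that no difference between these classes was detectable at this depth. In droplets of 100 to 800 UMIs that were not kept, eGFP was at 4.69 to 37.2 CPM, below the level in the kept cells of the same library in 6 of 6 libraries. In the 5 libraries with an mCherry UMI in kept cells, its level was higher in the cells than in the droplets in 1 (0.905 against 0.863 in eGFP-enriched replicate 3) and lower in the others, for example 10.2 against 14.20 in mCherry-enriched replicate 1. In eGFP-enriched replicate 2 there were 0 mCherry UMIs in the cells and 3 in the droplets, too few to tell the levels apart.

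**Figure D1:**
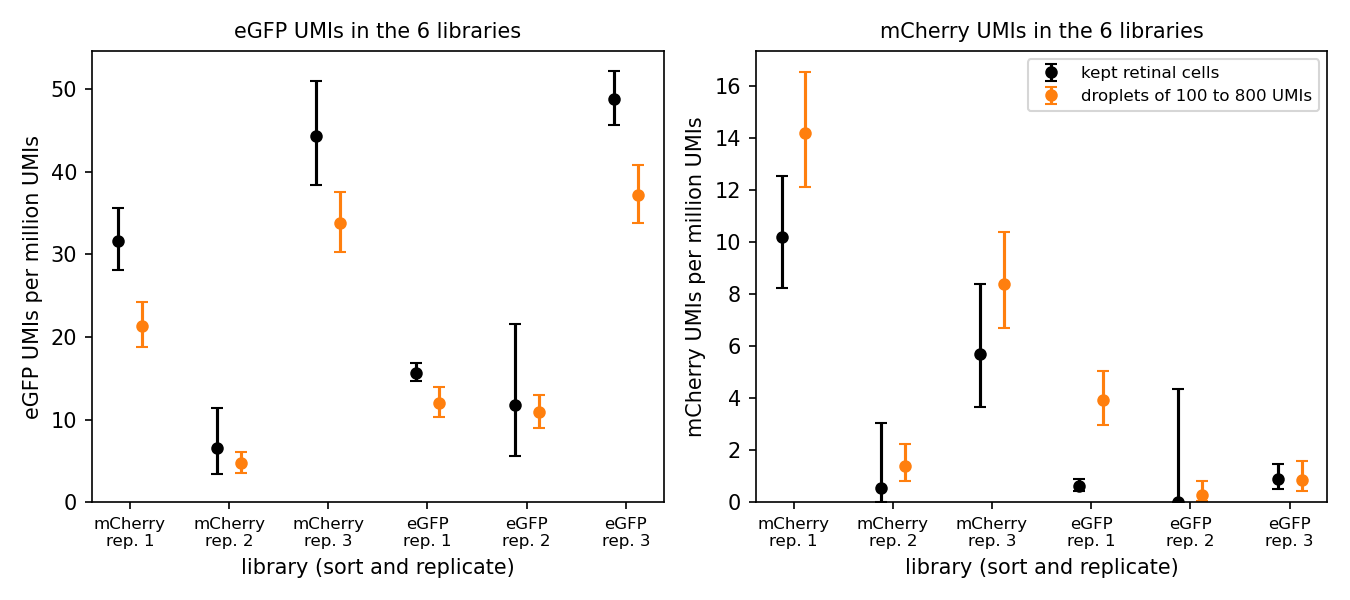
CPM of eGFP (left) and mCherry (right) in each of the 6 libraries, on linear axes from 0. Black points are kept retinal cells, orange points are droplets of 100 to 800 UMIs that were not kept, and bars are 95% exact Poisson intervals, which cover counting error only. The black point lies above the orange one in 6 of 6 libraries for eGFP, and for mCherry in 1 of the 5 libraries with an mCherry UMI in kept cells.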

Although we used FACS to enrich for eGFP- and mCherry-positive cells, most cells within our dataset do not express eGFP or mCherry. We expect the reason for this to be twofold. Firstly, “dropout” of reads in scRNA-seq data is common, particularly if the gene is lowly expressed and there is low mRNA in individual cells, which we expect in our samples (Kharchenko et al, 2014). It is likely that “dropout” of eGFP and mCherry reads has occurred in clusters where we see highest expression of these genes. Secondly, false-positive selection can occur during FACS, particularly where there is autofluorescence within the sample, which is true for zebrafish eyes (Shi et al, 2009).

**Figure 4.**
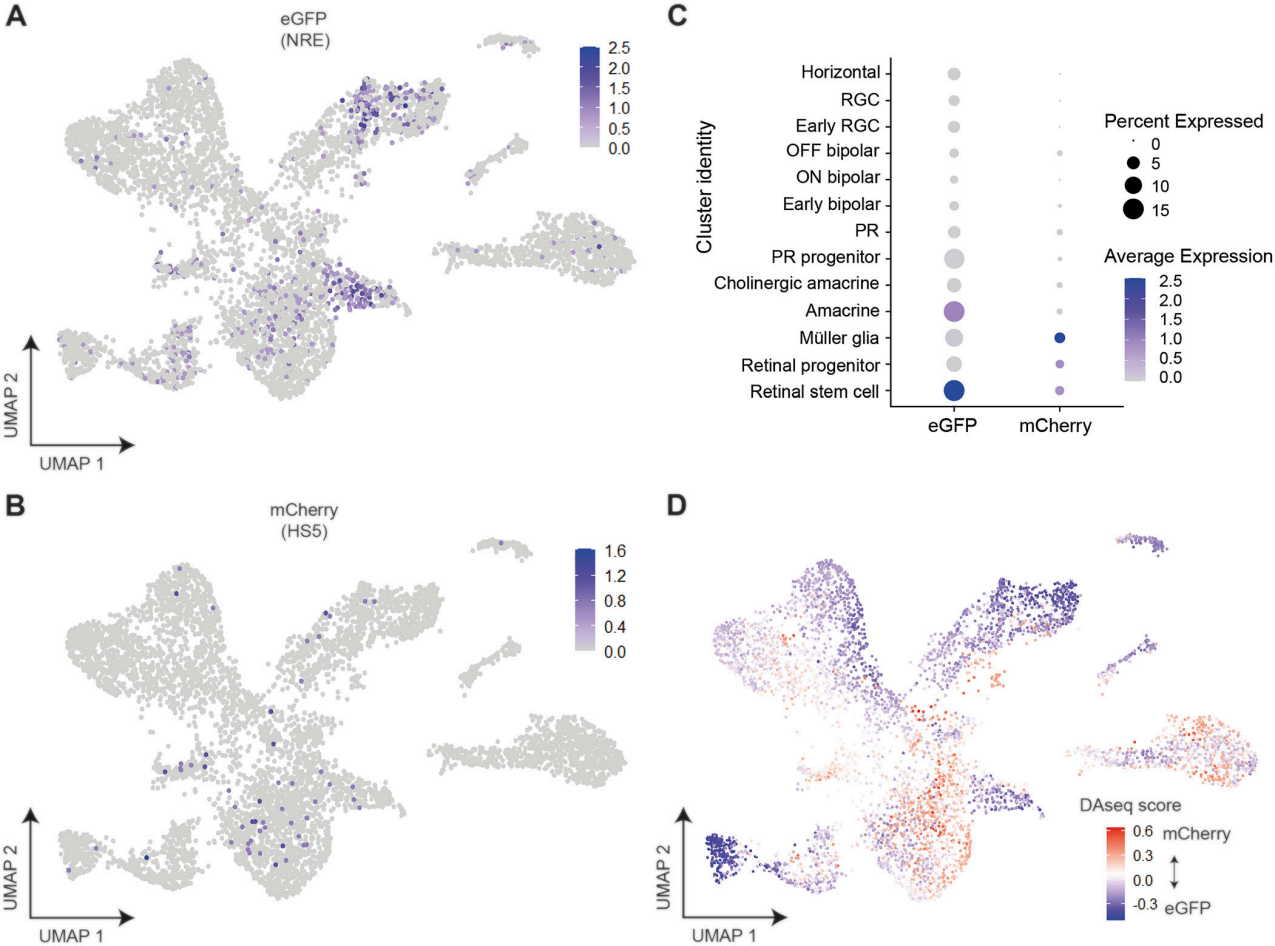
Assigning the identity of HS5 and NRE-active cells using the expression of eGFP and mCherry, and differential abundance analysis in cell-type clusters. **(A, B)** Expression of eGFP and (B) mCherry in single cells visualised on UMAP plots (clustered as in Fig 3A). eGFP expression is enriched in amacrine and retinal stem cell clusters. **(C)** Dot plot showing average expression and percentage of cells expressing mCherry (HS5-active) and eGFP (NRE-active) in cell-type clusters. Enrichment is seen for eGFP expression in amacrine and retinal stem cell clusters, and for mCherry in Müller glia and retinal progenitor/stem cell clusters. **(D)** DAseq (Zhao et al, 2021) differential abundance analysis comparing the relative prevalence of cells from mCherry-enriched or eGFP-enriched samples. Cells are coloured by DAseq score and displayed on a UMAP plot. A score is calculated for each cell based on the abundance of cells from both populations in the cell’s neighbourhood. Positive (red) scores indicate an abundance of cells from mCherry-enriched samples; negative (blue) scores indicate an abundance of cells from eGFP-enriched samples.

**Figure S5.**
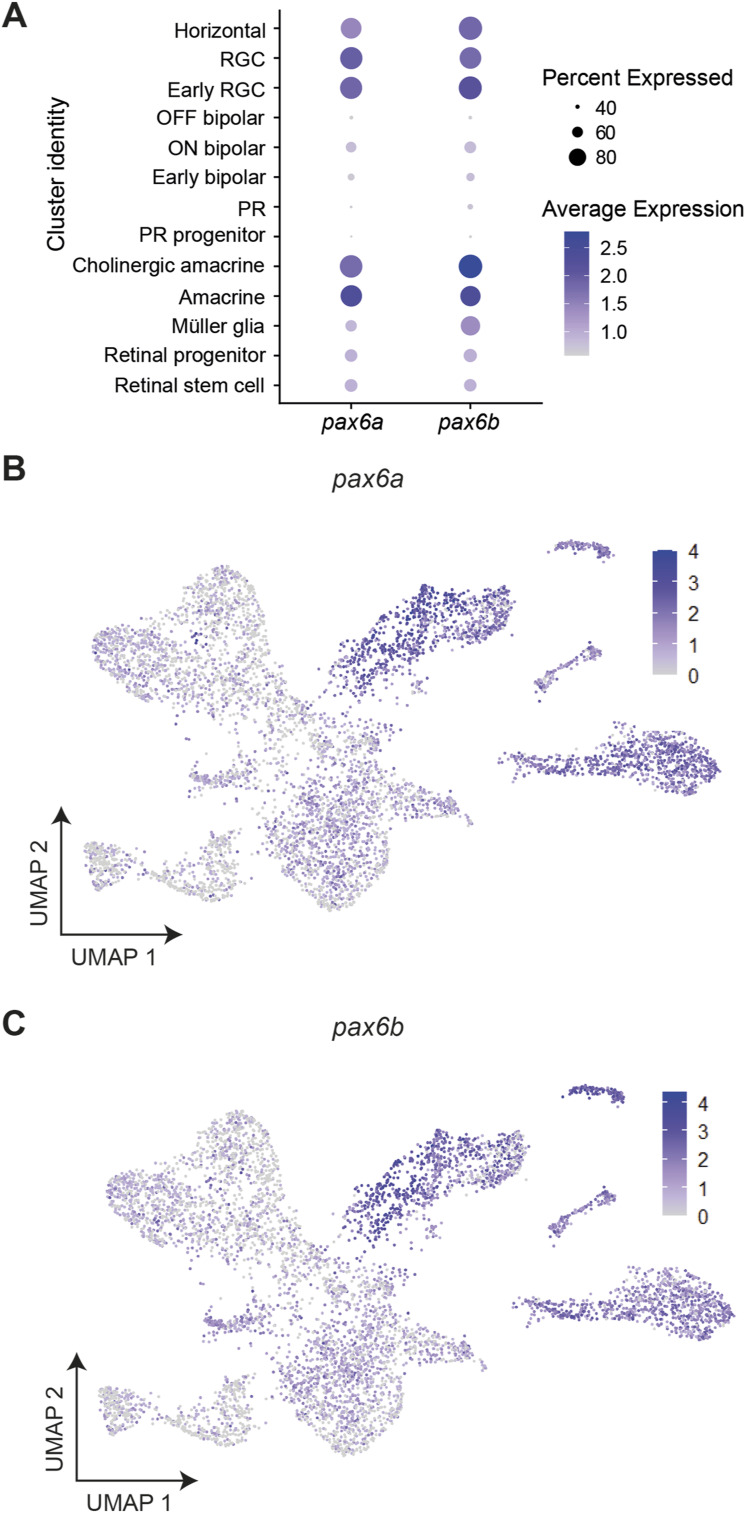
Expression of *pax6a* and *pax6b* across retinal cell types. **(A)** Dot plot showing the average expression and percentage of cells expressing *pax6a* and *pax6b* in cell-type clusters. **(B, C)** Expression of *pax6a* and (C) *pax6b* in cells visualised on UMAP plots.

Because of the lower than expected number of eGFP and mCherry reads in our scRNA-seq dataset, we employed differential abundance analysis to validate the mCherry-enriched (HS5) and eGFP-enriched (NRE) clusters. We used two statistical methods of differential abundance analysis (DAseq and MiloR) to calculate the relative abundance of cells from eGFP- or mCherry-enriched samples within regions of our Seurat clusters (Zhao et al, 2021; Dann et al, 2022). Both of these methods showed regions of enrichment for cells from mCherry-enriched samples within retinal progenitor and Müller glia clusters, and enrichment for cells from eGFP-enriched samples within the amacrine and stem cell clusters when visualised on a UMAP plot (Figs 4D and S6A) and in the DAseq scores per cluster (Fig S6B).

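Cells of each class were counted per library and compared between the 3 mCherry-enriched and the 3 eGFP-enriched libraries with edgeR's quasi-likelihood test. As shares of retinal cells, Müller glia-like cells made up 8.17 ± 4.15% of the mCherry-enriched and 4.40 ± 1.60% of the eGFP-enriched libraries (SD, n = 3 each), a log2 difference of 0.90 (standard error 0.48, adjusted p = 0.222 over 9 classes). Progenitor-like cells made up 1.47 ± 0.171% and 3.67 ± 3.49%, a log2 difference of -1.44 (standard error 0.62, adjusted p = 0.222), stem cell-like cells 3.09 ± 0.423% and 4.84 ± 1.36%, a log2 difference of -0.64 (adjusted p = 0.222), and amacrine-like cells 11.3 ± 1.31% and 11.0 ± 3.95%, a log2 difference of 0.016 (adjusted p = 0.963). None passed the threshold in edgeR's test. Exact permutation gave p = 0.1 for the stem cell-like and horizontal-like shares, the smallest that 3 libraries against 3 allow. The sort itself sets the composition of each library, and the double-positive gate taken for mCherry-enriched replicate 1 differs from the others. Without eGFP-enriched replicate 1, which held 868 of the 958 progenitor-like cells, their difference was -0.23. The progenitor-like difference changed sign with the settings and was 0.32 among cells with at least 1000 genes. A cluster of 346 cells with a higher progenitor score, 1.62 against 1.19, stayed unnamed and was not counted as progenitor-like. Without emptyDrops the Müller glia-like difference was 1.01 and passed the threshold (adjusted p = 0.0156, edgeR). In the second test, in the manner of MiloR, 0 of 1324 neighbourhoods passed a weighted false discovery rate of 0.1 with edgeR, and 9 had an unadjusted p under 0.05. With the replicate number as a block 1 passed, in unnamed cells. Leaving out eGFP-enriched replicate 3 gave 706 neighbourhoods, 107 of them higher in the mCherry-enriched and 599 in the eGFP-enriched libraries, so this count depends on 1 library. The power of this test at the size and dispersion of these neighbourhoods was not measured. The absence of calls with all libraries therefore does not show equal abundance.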

**Figure S6.**
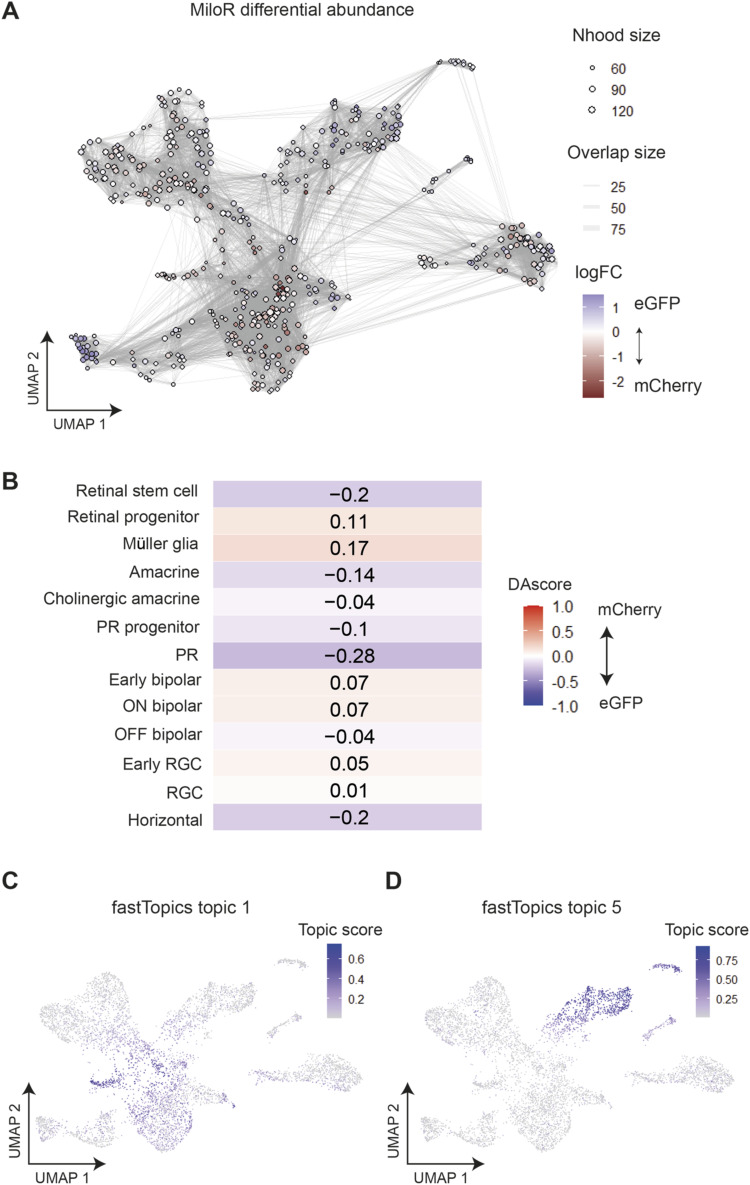
Differential abundance analysis and topic modelling validates the assignment of enhancer-active cell types. **(A)** MiloR (Dann et al, 2022) differential abundance testing. MiloR groups cells into neighbourhoods (nodes), then tests for differential abundance of cells from mCherry (HS5)-enriched or eGFP (NRE)-enriched samples within each neighbourhood. Neighbourhoods are shown here on a UMAP plot coloured according to the logFC score representing the abundance of cells from eGFP-enriched samples (positive, blue) or mCherry-enriched samples (negative, red) within each neighbourhood. **(B)** DAseq scores per cluster. Red (positive scores) indicates enrichment of cells from mCherry samples, blue (negative scores) for cells from eGFP samples. **(C)** fastTopics (Dey et al, 2017) applies topic modelling to count the data. Each topic is defined by a set of genes and each cell is represented as a unique mixture of all topics. The score or “membership” of each cell to topic 1 is shown here on a UMAP plot. Topic 2 appears to score highly in cells from Müller glia and progenitor clusters. **(D)** As in (C) showing the scores for topic 5, which are high in amacrine cell clusters.

We also applied topic modelling (Dey et al, 2017) to our dataset to simultaneously identify gene topics (corresponding to sets of coexpressed genes) and cell-topic weights (which quantify the proportion of a cell’s transcriptome described by a given gene topic). We then used a two-sided Pearson’s product–moment correlation test to find topics correlated with the expression of mCherry and eGFP (Table S2). 

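Topics were fitted to raw UMI counts without the 2 reporters, with k = 8. Across the 16664 retinal cells the highest Pearson r of a topic's share with log-normalised mCherry was 0.0384. Within the 5 libraries that held mCherry UMIs the same topic had a mean r of 0.0467 and was positive in 3 (exact two-sided sign-flip permutation test, p = 0.438). Most of that mean comes from mCherry-enriched replicate 1, with r = 0.227. Müller glia-like cells had the highest mean share of the topic, 18.6%. Among cells with at least 1000 genes the highest r with mCherry was 0.129, for a topic whose mean share was 50.6% in Müller glia-like cells, and it was positive in 5 of 5 libraries (exact permutation test, p = 0.0625, the smallest that 5 libraries allow). Within mCherry-enriched replicate 1 it was 0.417, and in the other 4 libraries 0.0198 to 0.118. The paper's reported value in Table S2 is 0.467648. Cells are not replicates, so no p across cells is given.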

We find that topic 1 from this analysis was most highly correlated with mCherry expression, and contributes highly to cells from Müller glia and progenitor clusters (Fig S6C). 

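The 10 genes with the largest share in the mCherry-correlated topic relative to the other topics included col2a1a, col9a2, matn1, defbl1, pnp4a and gch2. Genes of this list, col2a1a and matn1 in a cluster of 166 cells and defbl1 and pnp4a in a cluster of 122 cells, also led unnamed clusters. None of her4.2, her12 or notch3 was among them. Among cells with at least 1000 genes, the 10 leading genes of the topic with the highest r were her4.2 (2 copies in the annotation), her12, her4.1, emilin1a, sb:cb81, notch3, her6, notch1b and plp1a. Topic genes were ranked by a rule set before the data were examined.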

Inspecting the genes of this topic reveals that it is enriched for notch-signalling genes and Müller glia markers, again giving confidence that mCherry expression/HS5-activity appears enriched in cells of the progenitor and Müller glia clusters (Table S3). 

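For eGFP the highest r was 0.145, with a topic led by aldh1a2, ggctb and fabp11a whose mean share was highest in stem cell-like cells (32.3%). It was positive in 6 of 6 libraries, with a mean r within libraries of 0.164 (exact two-sided sign-flip permutation test, p = 0.0313, the smallest that 6 libraries allow). Close behind was a topic with r = 0.133, which was highest in amacrine-like cells (42.2%) and counted tfap2e, tfap2b, tfap2a and slc32a1 among its 10 leading genes. Among cells with at least 1000 genes an amacrine topic ranked first, with r = 0.271 and a mean share of 61.1% in amacrine-like cells. The highest r with eGFP reported in the paper's supplement is 0.239402. In amacrine-like cells as a class, tfap2a was higher than in other retinal cells by 3.36 on the log2 scale (standard error 0.31, adjusted p = 4.86e-04, edgeR's quasi-likelihood test) and slc32a1 by 3.46 (standard error 0.39, adjusted p = 7.81e-04), each in 6 of 6 libraries.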

The topic most highly correlated with the expression of eGFP (topic 5) contributes highly to cells in the amacrine clusters, and again is enriched for genes characteristic of amacrine cells, including *tfap2a* and *slc32a1* (Fig S6D and Table S4). Thus, the topics most highly correlated with eGFP and mCherry expression correspond to topics that are characteristic of the cell-type clusters we find using differential abundance analysis. The agreement between the cluster-specific enrichment of eGFP and mCherry reads with the differential abundance analysis and topic modelling suggests that our coupling of the QSTARZ assay with scRNA-seq analysis is a powerful way of identifying the precise cell types within a tissue where enhancers are active.

Table S2 Topic correlations.

Table S3 Topic-1 genes.

Table S4 Topic-5 genes.

### HS5 and NRE-active cell types are confirmed by immunofluorescence

Our scRNA-seq dataset indicates that NRE is primarily active in amacrine and retinal stem cells, whereas HS5 appears to be active in proliferating progenitors and Müller glia (Fig 4). This is in agreement with our live imaging data detecting NRE-eGFP signal in the distal tip of the ciliary marginal zone (CMZ) and in cells of the inner nuclear layer (INL), and HS5-mCherry signal in the more proximal region of the CMZ and in cells of the INL, at 48 hpf (Fig 5A). 

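The minimum of 500 genes left many barcodes with few UMIs, so the reporters by class were also compared among cells with at least 1000 genes, an alternative set before the data were examined. There eGFP in amacrine-like cells was 87.3 ± 54.0 CPM (SD, n = 5 libraries), a log2 fold change over the other cells of 2.21 (standard error 0.53, adjusted p = 0.0373, edgeR's quasi-likelihood test, higher in 5 of 5 libraries). No cluster was named stem cell-like there. For mCherry, progenitor-like cells were at 9.04 ± 7.64 (SD, n = 5 libraries), a log2 fold change of 1.67 (standard error 0.51, adjusted p = 0.025, higher in 5 of 5 libraries, from 32 UMIs), and Müller glia-like cells at 10.3 ± 10.8 (SD, n = 4 libraries), a log2 fold change of 1.59 (standard error 0.58, adjusted p = 0.0946, higher in 4 of 4 libraries, from 16 UMIs). In amacrine-like cells mCherry was lower, with a log2 fold change of -2.42 (adjusted p = 0.0556). The paper reasons from reporter reads by cluster, from differential abundance and from topics correlated with each reporter, and states that NRE is mainly active in amacrine and stem cells and that HS5 appears active in progenitors and Müller glia.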

To confirm the identity of these enhancer-active cell types, we carried out immunofluorescence on eye sections from NRE-eGFP/HS5-mCherry embryos. We stained for PCNA—a marker of progenitor and stem cells in the CMZ, HuC/D (encoded by *elavl3/4*)—a marker for RGCs in the ganglion cell layer and amacrine cells in the INL, glutamine synthetase (GS, encoded by *glula*)—a marker for Müller glia (Ekström & Johansson, 2003; Thummel et al, 2008; Fischer et al, 2013). Our scRNA-seq data confirm the expression of these genes within these specific cell types in our samples (Fig 5B).

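Transcripts of the antigens' genes were compared by class in the same libraries. The level of elavl3 in RGC-like cells was 2708 ± 797 CPM (SD, n = 6 libraries), a log2 fold change over the other retinal cells of 2.11 (standard error 0.19, adjusted p = 3.73e-04, edgeR's quasi-likelihood test). In early RGC-like cells it was higher by 1.52 (adjusted p = 5.47e-07, 4 of 4 libraries) and in amacrine-like cells by 1.01 (adjusted p = 0.00337, 6 of 6 libraries). For elavl4 the log2 fold change was 3.15 in RGC-like cells (standard error 0.30, adjusted p = 3.73e-04) and 0.40 in amacrine-like cells (adjusted p = 0.17, 5 of 6 libraries). Counts of glula were low, with 190 UMIs in Müller glia-like cells, 37.3 ± 21.9 CPM (SD, n = 6 libraries), a log2 fold change of 1.91 (standard error 0.25, adjusted p = 3.88e-07, 6 of 6 libraries). With cells thinned to 800 UMIs this was 1.49 and did not pass edgeR's test (adjusted p = 0.0575). Stem cell-like cells also had more glula than other cells, by 1.02 (adjusted p = 0.0328, 6 of 6 libraries), which was 0.17 (adjusted p = 0.717) when non-retinal clusters were kept among the other cells. That difference also lost its call without eGFP-enriched replicate 3 (1.04, adjusted p = 0.0577), mCherry-enriched replicate 1 (1.1, adjusted p = 0.0616) or mCherry-enriched replicate 3 (1.01, adjusted p = 0.0677, edgeR).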

**Figure 5.**
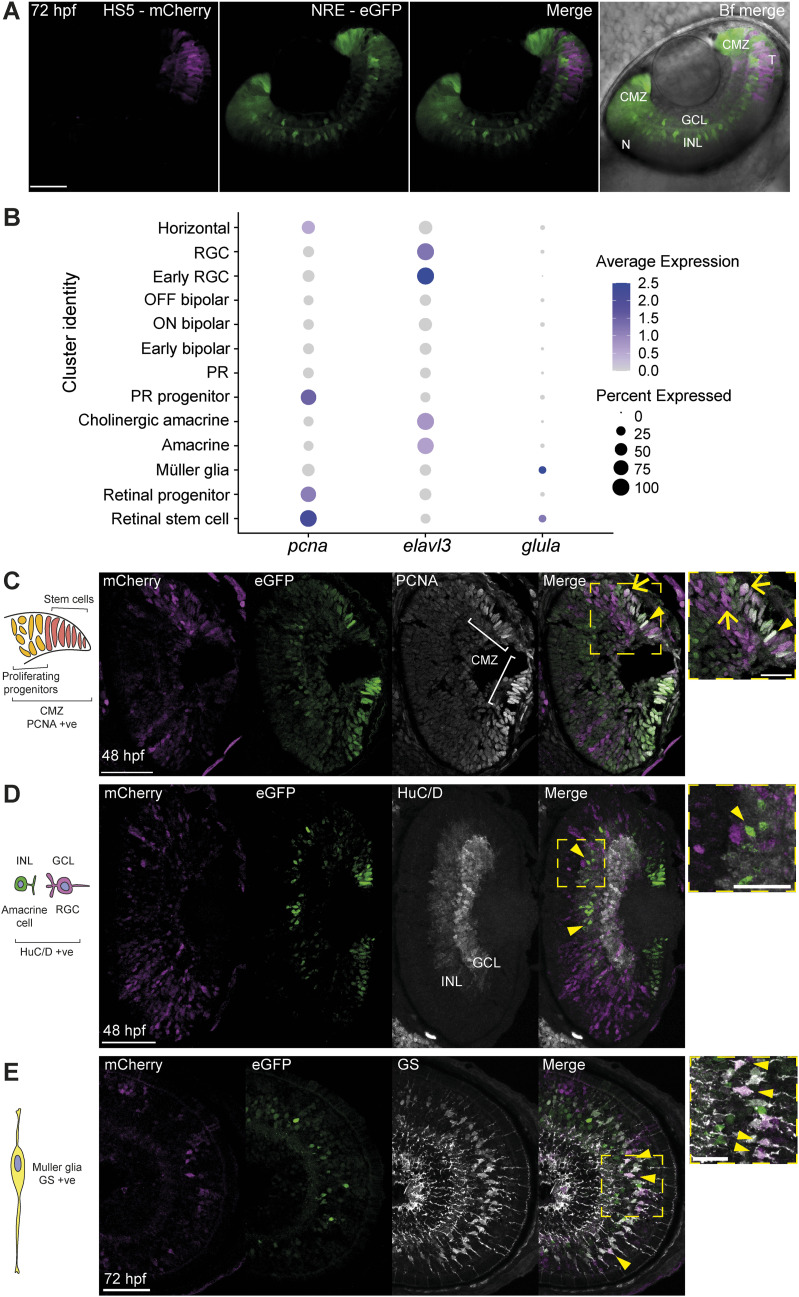
Immunofluorescence identifies enhancer-active cell types. **(A)** Coronal-orientation image of a NRE-eGFP/HS5-mCherry embryo at 48 hpf showing the activity of NRE (eGFP) in the distal CMZ (stem cell niche) and cells of the INL, and HS5 (mCherry) activity in the temporal retina, in the proximal CMZ, and cells of the INL. **(B)** Dot plot showing average expression and percentage of cells expressing *pcna*, *elavl3* (encoding HuC/D), and *glula* (encoding glutamine synthetase [GS]) in cell type clusters. **(C)** Immunofluorescence for PCNA, mCherry, and eGFP on a coronal eye section from an NRE-eGFP/HS5-mCherry F1 embryo at 48 hpf. PCNA is a marker for progenitors and stem cells in the CMZ. An arrow indicates an mCherry/PCNA-positive cell. An arrowhead indicates a eGFP/PCNA-positive cell. **(D)** As in (C), but using an antibody detecting HuC/D (*elavl3/4*). HuC/D is a marker for RGCs in the GCL and amacrine cells in the INL. Arrowheads indicate eGFP/HuC/D-positive cells. **(E)** As in (C) but using an antibody detecting GS, on an embryo at 72 hpf (sagittal section). GS is a marker for Müller glia. Arrowheads indicate mCherry/GS-positive cells. Scale bars 50 μm, 20 μm in zoom.

We detect strong expression of eGFP in PCNA+ cells of the CMZ, particularly in the stem-cell region in the distal tip (Fig 5C, arrowhead). We also observed mCherry expression in PCNA+ cells; however, in contrast to eGFP, this is seen in the more proximal region of the CMZ, where the rapidly proliferating progenitors are located (Fig 5C, arrow). Staining for HuC/D and parvalbumin (pv), we observed co-staining with eGFP in amacrine cells of the INL (Figs 5D and S7A and B arrowheads). We also detected mCherry expression in a subset of GS+ Müller glia at 72 hpf (Fig 5E, arrowheads). These results confirm our findings that HS5 and NRE are active in distinct cell types of the developing retina, with NRE active in amacrine and retinal stem cells, and HS5 active in proliferating progenitors and Müller glia.

**Figure S7.**
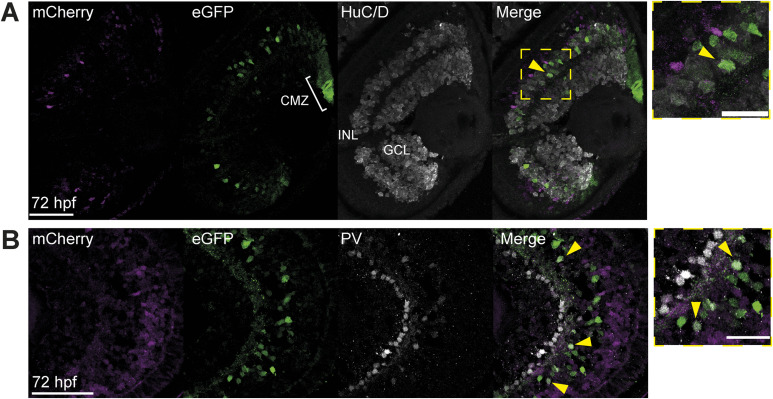
Immunofluorescence shows NRE-active amacrine cells. **(A)** Immunofluorescence on eye sections for HuC/D, mCherry, and eGFP on a coronal eye section from an NRE-eGFP/HS5-mCherry F2 embryo at 72 hpf. HuC/D is a marker for RGCs in the GCL and amacrine cells in the INL. Arrowheads indicate eGFP/HuC/D-positive cells. **(B)** As in (A), but using an antibody detecting parvalbumin (PV), on an embryo at 72 hpf. PV is a marker for amacrine cells. Arrowheads indicate eGFP/PV-positive cells. Scale bars 50 μm in full images, 20 μm in zoom.

## Discussion

Several issues challenge our understanding of the precise role of enhancers in developmental and disease processes, including relating the sequence-specific grammar of these elements to their function, defining their exact domains of action, and disentangling the additive, redundant or distinct functions of apparently similar enhancers. A few enhancers, such as the famous ZRS limb enhancer of *SHH*, have been so thoroughly characterised that they can now be manipulated at the single base-pair level to achieve specific phenotypes (Lettice et al, 2003; Kvon et al, 2020; Lim et al, 2022 *Preprint*). However, our understanding of the other hundreds of thousands of predicted enhancers in the human genome lags far behind this, and for the majority, it remains challenging to identify even the target gene with confidence. Effective and efficient in vivo analysis pipelines for characterisation of regulatory elements are needed to address this knowledge gap. In this study, we have described an in vivo method for generating high-resolution data on the precise activities of developmental enhancers. Using a combination of live imaging and scRNA-seq in embryos derived from dual enhancer–reporter transgenic zebrafish lines, we clearly demonstrate distinct patterns of spatiotemporal and cell type-specific activity during retinal development for two retinal enhancers (HS5 and NRE) from the *PAX6* regulatory region (Fig 6).

**Figure 6.**
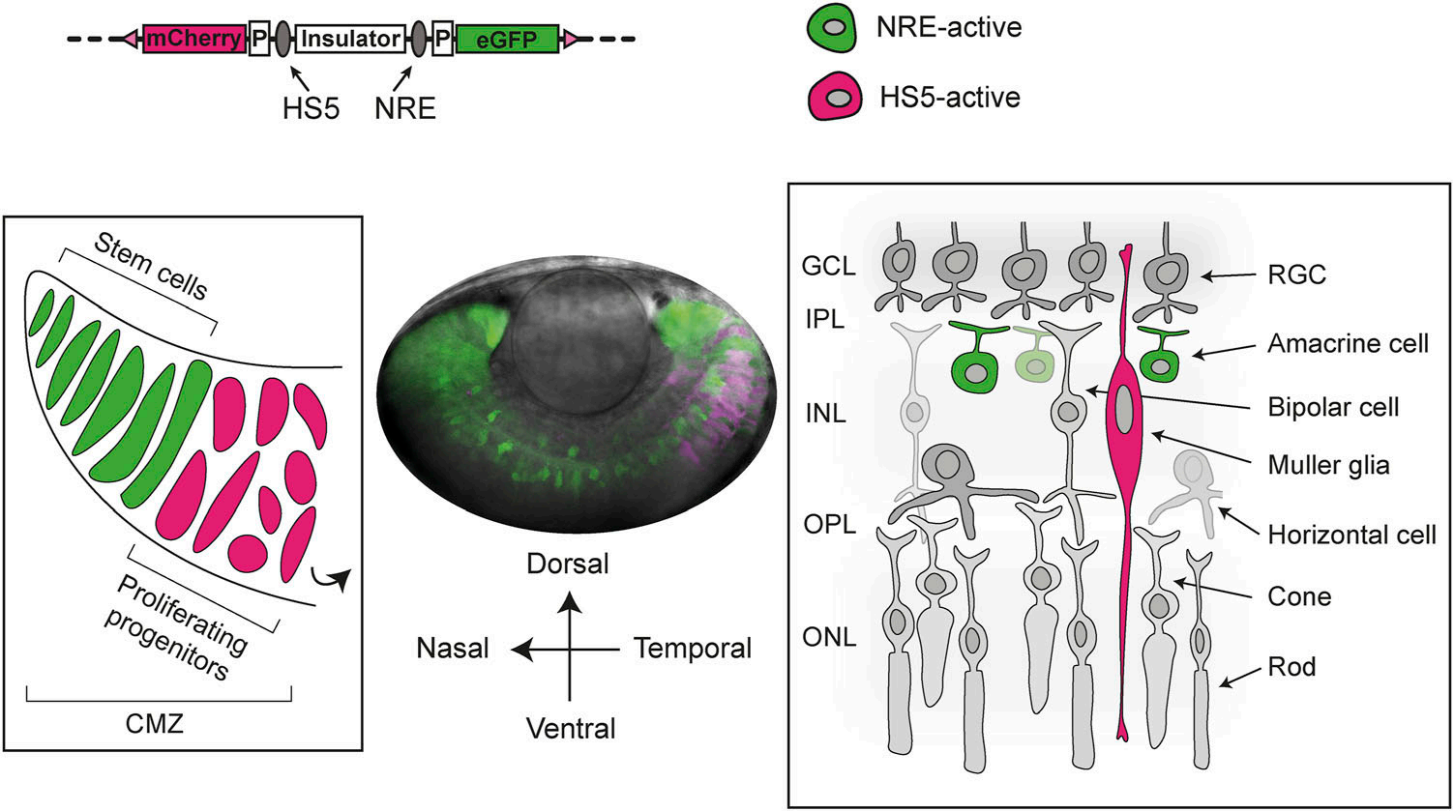
Investigating the distinct functions of overlapping *PAX6* retinal enhancers in a zebrafish dual enhancer–reporter assay. *PAX6* retinal enhancers HS5 and NRE have distinct spatiotemporal and cell type-specific functions in a dual enhancer–reporter system in zebrafish embryonic development. NRE is active throughout the developing retina, and is localised to stem cells of the CMZ and amacrine cells of the INL (green). HS5 is active mainly in the temporal region of the retina, in proliferating progenitors, and Müller glia (magenta).

It has been shown that NRE is active in a retinal progenitor population during mouse embryonic development (Marquardt et al, 2001). In this study, we have shown that NRE is specifically active in retinal stem cells of the CMZ, as can be seen by scRNA-seq (Figs 3 and 4) and high-resolution live-imaging and immunofluorescence (Fig 5). NRE has also been reported as active in non-cholinergic amacrine cells in postnatal mouse eyes, and necessary for their development (Kim et al, 2017). It is also observed as an active enhancer in GABAergic amacrine cells in the scATAC-sequencing data generated from adult human retinae (Wang et al, 2022). This mirrors the known functions of PAX6, which is essential for the generation of amacrine cells (Remez et al, 2017). Here, we show that as early as 48 hpf in the zebrafish (∼E14.5 in mouse), NRE is seen to be strongly active in differentiating amacrine cells by immunofluorescence imaging (Fig 5), in specifically the non-cholinergic population, as is shown by scRNA-seq (Figs 3 and 4). It is likely that the reduced amacrine cell phenotype reported by Kim et al (2017) upon NRE deletion is because of the loss of NRE activity at these early time points affecting *PAX6* expression. The dual activity of NRE in retinal stem cells and differentiating amacrine cells reflects the multifarious functions of *PAX6*, which is necessary both for promoting the proliferation and potency of retinal progenitors, and directing cell-cycle exit and differentiation of cell types including amacrine cells (Farhy et al, 2013; Remez et al, 2017).

Previously, little was known about the precise function of HS5 in the developing retina (McBride et al, 2011). Here, we show that HS5 is active in the rapidly proliferating progenitor population of the developing retina, and Müller glia (Figs 3, 4, and 5). HS5 is also detected as an active enhancer in Müller glia cells in scATAC-sequencing data from adult human retinal samples (Wang et al, 2022). Transcriptionally, Müller glial cells share similarities with retinal progenitor cells, in that they are specialised glial cells with progenitor potential (Jadhav et al, 2009). Again, it is known that *PAX6* expression is detected in both of these cell types, and is necessary for the maintenance of progenitors and generation of Müller glia (Marquardt et al, 2001; Joly et al, 2011). In zebrafish, Müller glial cells are capable of undergoing transcriptional reprogramming to produce retinal progenitor cells after an acute injury to the retina (Goldman, 2014). This property has also been shown for human Müller glia in vitro and in rodent transplants (Singhal et al, 2012). During development, each retinal progenitor cell is capable of forming several neural retina cells and a single Müller glia (Rulands et al, 2018). Whether HS5 is active in Müller glia at later stages or if the activity of HS5 in these cells is linked to Müller glia development and HS5 activity in upstream retinal progenitors is unclear.

HS5 and NRE also showed distinct differences in their spatiotemporal patterns of activity. The activity of HS5 in the temporal retina is notable, as in zebrafish, this region is a fovea-like region of high acuity named the “area temporalis,” characterised by specialisation and increased density of cell types (Schmitt & Dowling, 1999; Yoshimatsu et al, 2020). It is unclear if HS5 may also show a similar pattern of activity in the human fovea, and whether this may be functionally relevant to fovea development. Of note, Müller glial cells play a key role in the fovea, where they are one of only two cell types (the other being cone photoreceptors), and provide essential support to the structural integrity of this region (Bringmann et al, 2018; Delaunay et al, 2020). The activity of HS5 in Müller glia and the “area temporalis” could therefore be linked. Whereas HS5 shows greatest activity in the temporal zebrafish retina, the fluorophore expression driven by this enhancer is still measurable at lower levels in the nasal retina (Fig 2). It is therefore unclear as to what extent this enhancer drives *PAX6* expression in cell types in this region. The previous study identifying HS5 in a mouse lacZ reporter assay did not report any specific spatial activities for this enhancer within the developing eye, and the resolution of this assay would be poorly suited to do this (McBride et al, 2011).

A limitation of this study, and enhancer–reporter assays in general, is the fact that the enhancers are tested outside of their native genomic context. An advantage of this dual enhancer–reporter assay in zebrafish, however, is that the developmental context of enhancer activity is preserved, and this can be easily followed in live embryos, particularly in developing eyes. The transgenic lines also serve as a valuable resource for isolating enhancer-active cell populations, whose precise identity can be determined by using scRNA sequencing. This generates an enhancer-centric view of the cell types and stages of development where the expression of the target gene is potentially regulated by this sequence. Given the small size of the enhancer-active cell populations, this resolution cannot be achieved in scATAC-sequencing experiments, unless they are coupled with expression studies (Wang et al, 2022). As such, zebrafish are an ideal model to study the activity of the human *PAX6* retinal enhancers tested here. Zebrafish are already a well-established model for studying ocular genetics, as eyes and eye development are highly conserved between zebrafish and humans, including morphology, cell types, protein markers, and gene expression (Richardson et al, 2017; Angueyra & Kindt, 2018; Vöcking & Famulski, 2023). Species-specific differences may limit the interpretation of some results, which we have discussed.

To the best of our knowledge, ours is the first report where an in vivo system has been used to isolate, characterise, and compare the precise cell type-specific activities of developmental enhancers. We have shown that two overlapping *PAX6* retinal enhancers have distinct spatial, temporal, and cell type-specific activities, and as such, it is highly likely that they are nonredundant with differing functions in human retinal development. Based on our results, we suggest that other enhancers with apparently overlapping domains of activity based on lower resolution assays may have similar distinct functions that require proper dissection at high spatial and temporal resolution. Indeed, there are several other retinal enhancers at the *PAX6* locus that have yet to be characterised, and which may also have unique or redundant functions. The comprehensive framework described here to evaluate HS5 and NRE provides a systematic pipeline to investigate the activities of enhancers, and the consequences of enhancer mutations. The scRNA-seq dataset of developing zebrafish retinal cell types, in which different enhancers are active, sheds light on gene-regulatory networks during retinal development, and can be utilised as a valuable resource in future studies. The detailed description of the cell types and stages in development where the enhancers are active would inform analysis of functional studies deleting these sequences or assessment of phenotypes of patients with variants in these enhancers.

## Materials and Methods

### Generation of dual enhancer–reporter constructs

Dual enhancer–reporter constructs were generated using Gateway cloning (Invitrogen) as described in Bhatia et al (2021). Destination vectors containing the gata2-eGFP and gata2-mCherry gene units were synthesised by GeneArt. These contain R3/R4 Gateway recombination sites for insertion of enhancer sequences, and the cassette is flanked by either PhiC31 or Tol2 recombination sites for genome integration. The sequences of HS5 and NRE were PCR-amplified from human genomic DNA using Phusion high-fidelity polymerase (NEB). Hg38 genome coordinates and sequences of primers used, containing overhang Gateway recombination sequences, are in Tables S5 and S6. Purified PCR products were cloned into Gateway pDONR entry vectors (pP4P1r or pP2rP3) using BP clonase. Plasmids were sequenced using the original enhancer primers to verify integration. The insulator construct was previously created by cloning into a pDONR221 vector (Bhatia et al, 2021). The insulator construct used in this study contains 2.5 copies of the chicken HS4 sequence. Final dual enhancer–reporter constructs were created using LR clonase in a multi-way Gateway reaction to combine the two enhancer sequences and the insulator into the destination vector. The NRE-eGFP/HS5-mCherry and NRE-eGFP/NRE-mCherry constructs were created using the PhiC31 destination vector, and the swap construct NRE-mCherry/HS5-eGFP was created using the Tol2 destination vector.

### Generation of transgenic zebrafish lines

Transgenic zebrafish lines were created as described in Bhatia et al (2021). For the PhiC31 constructs, embryos were obtained from landing-line adults and injected at the one-cell stage. The loss of reporter gene expression from the landing pad (described in Bhatia et al [2021]) and simultaneous gain of expression driven by HS5 and NRE in the dual enhancer–reporter construct injected were used to assess successful integration. For the Tol2 construct, embryos were obtained from WT adults (strain AB) and injected at the one-cell stage. F0s were screened for mosaic expression of eGFP and mCherry (and loss of landing-line fluorescence expression when using PhiC31) and raised to adulthood. Sexually mature F0s were crossed with WT adults and F1s screened for fluorescence using a Leica M165FC fluorescence stereo microscope. Fluorescent F1s were used for imaging and scRNA-seq. At least two F0 founders per construct were used to generate F1s.

Table S5 NRE and HS5 genomic locations.

Table S6 Gateway cloning primer sequences.

### Zebrafish husbandry

Adult zebrafish were maintained according to standard protocols (Sprague et al, 2008). Embryos were raised at 28.5°C and staged by hpf and morphological criteria (Kimmel et al, 1995). All zebrafish work was carried out under a UK Home Office licence under the Animals (Scientific Procedures) Act, 1986.

### Live and time-lapse imaging

Before imaging, all embryos were treated with 0.003% 1-phenyl2-thio-urea (PTU) from 12 hpf to prevent pigmentation from developing. For live imaging, embryos at the correct stage were anaesthetised with Tricaine (20–30 mg/liter) and mounted in 1% low-melting point agarose in a glass-bottom dish (P06-1.5H-N; Cellvis). Embryo media were added to the dish to prevent drying out. Embryos were imaged using a Nikon A1R (scanning) confocal microscope, using a 10x objective or 40x water immersion objective. Data were acquired using NIS Elements AR software (Nikon Instruments Europe). Images were taken as a Z stack (1-μm step size). Imaging was repeated for several F1s per line (see figure legends). For time-lapse imaging, embryos were mounted as described, and a portion of the low-melting point agarose surrounding the embryo head/body was carefully cut away using a microsurgical knife (World Precision Instruments). This left only the tail of the embryo embedded in agarose, allowing unimpeded development throughout the imaging time-course. Tricaine (20–30 mg/liter) and PTU (0.003%) were added to the embryo media covering the embryos. Time-lapse imaging was carried out using an Andor Dragonfly (spinning disk) confocal (Andor Technologies), using a 10x objective. Data were collected in spinning disk 40-μm pinhole mode on the iXon 888 EMCCD camera using Andor Fusion acquisition software. Embryos were maintained at 28.5°C using an Okolab bold line stage top incubator chamber (Okolab S.R.L). Images were taken as a Z stack (1 μm step size) every 60 min for ∼48 h.

### Immunostaining and imaging

NRE-eGFP/HS5-mCherry embryos were dechorionated and fixed in 4% PFA overnight at 4°C, then stored in 30% sucrose. Embryos were embedded in optimal cutting temperature compound, and flash-frozen at −80°C. Optimal cutting temperature blocks were cryosectioned and samples dried onto SuperFrost Plus Adhesion slides (Epredia). Samples were then rehydrated in PBS for 5 min at RT, followed by antigen retrieval in 10 mM sodium citrate (pH 6), heated for 20 min in a rice cooker. Once returned to RT, the samples were washed three times in PBS 0.1% Triton X-100 (PBST) for 5 min at RT. Samples were blocked for 1 h at RT in 1% BSA, 10% goat serum in PBST, and then incubated with a primary antibody in a blocking solution overnight at 4°C. All samples were incubated with chicken anti-GFP (GTX13970; Gene Tex) (1:1,000), rabbit anti-mCherry (26765-1-AP; Proteintech) (1:1,000), and either mouse anti-PCNA (P8825; Sigma-Aldrich) (1:200), mouse anti-HuC/D (A21271; Invitrogen) (1:200), mouse anti-parvalbumin (P3088; Sigma-Aldrich) (1:200) or mouse anti-GS (66323-1-Ig; Proteintech) (1:300). After incubation slides were washed three times in PBS for 20 min at RT, followed by incubation with secondary antibody for 2 h at RT. The following Alexa Fluor-conjugated secondary antibodies were used at 1:1,000 dilution—goat anti-mouse Alexa Fluor 647 (A-21235; Invitrogen), goat anti-chicken Alexa Fluor 488 (A-11039; Invitrogen), goat anti-rabbit Alexa Fluor 546 (A-11035; Invitrogen). The samples were then washed three times in PBS for 20 min at RT, with 1 μg/ml of DAPI added to the last wash. Slides were mounted with a coverslip using mounting medium (Ab104139; Abcam), then stored in the dark at 4°C. Slides were imaged on a Zeiss LSM 900 scanning confocal using a 40x water immersion objective in z-stack acquisition mode (0.5-μm step size).

### Image analysis

All images were processed using FIJI and are displayed in figures as maximum intensity projections (Schindelin et al, 2012). eGFP and mCherry mean fluorescence intensity measurements were taken using FIJI in the temporal and nasal portions of the retina only. In R, ggplot2 and ggpubr packages were used to plot these measurements and compare means between groups using a Wilcoxon test (Wickham, 2009).

### Dissociation and sorting of zebrafish embryonic retinae

F1 NRE-eGFP/HS5-mCherry embryos, and WT embryos, were collected and treated with PTU as described. At 48 hpf, embryos were anaesthetised with Tricaine (20–30 mg/liter) and placed into Danieau’s solution (Sprague et al, 2008). Eyes were dissected from ∼100–150 embryos using fine forceps (#5SF; Dumont), and immediately placed into Danieau’s solution on ice. Samples were centrifuged at 300*g* for 1 min at 4°C, and then washed with Danieau’s solution. The washing step was carried out three times with Danieau’s solution, and once with FACSmax (Amsbio). In a final 500-μl FACSmax, the samples were passed through a 35-μm cell strainer to obtain single-cell suspension (on ice). Samples were sorted for mCherry and eGFP fluorescence using a FACS Aria II (BD) or CytoFLEX SRT (Beckman Coulter) machine. Forward and side scatter sorting was used to select single cells from clumps and debris, and DAPI staining was used to exclude dead cells. A WT sample was used as a negative control for eGFP and mCherry fluorescence to set the gates for sorting. Cells single positive for eGFP were selected for the eGFP samples. Because of the smaller population of mCherry-positive cells, the yield of mCherry samples was increased by sorting cells single positive for mCherry or double positive.

### scRNA-seq

After FACS, ∼10,000 cells/sample were processed using the 10x Genomics Chromium single-cell 3′ gene expression technology (v3.1), according to the manufacturer’s instructions (Zheng et al, 2017). Sequencing was performed on the NextSeq 2000 platform (Illumina Inc.) using the NextSeq 1000/2000 P3 Reagents (100 cycles) v3 Kit. Sequencing data were processed using Cell Ranger (10x Genomics, v6.1.2). Cellranger mkfastq was used to create FASTQ files from raw sequencing data, followed by cellranger count to perform alignment, filtering, barcode counting, and UMI counting. A custom reference genome was created for alignment using cellranger mkref, combining the *Danio rerio* GRCz11 genome assembly with manually annotated eGFP and mCherry sequences.

### Computational analysis of scRNA-seq data

#### Cell calling and QC

Taking the raw (unfiltered) output from cellranger count, we used the emptyDrops function from DropletUtils to filter-out empty droplets/barcodes not corresponding to cells (Lun et al, 2019). Mitochondrial and ribosomal genes were excluded from the emptyDrops analysis to improve the filtering of droplets containing ambient RNA or cell fragments. The scater package was used to filter cells based on the QC metrics of library size, detected genes, and mitochondrial reads (McCarthy et al, 2017). Cells with detected genes ≥500, library size ≥800, and mitochondrial reads ≤10% were retained. Within the processed dataset, mean reads per cell = 11,239, and median genes per cell = 1,554.

#### Reference mapping and filtering

The SingleR package was used to annotate cell types based on mapping to the zebrafish single-cell transcriptome atlas (Aran et al, 2019; Farnsworth et al, 2019). Expression matrix and cell annotation data were downloaded from the UCSC cell browser (http://zebrafish-dev.cells.ucsc.edu); only the 2 dpf data were used for mapping. Erroneously sorted cells of non-retinal identity (for example pigmented cell types such as melanocytes with high autofluorescence) were filtered out at this stage. This was carried out to improve the resolution of clustering for retinal cell types.

#### Clustering and cell-type annotation

Seurat (v4) was used for clustering and further analysis for a total of 6,288 cells (Butler et al, 2018). SCTransform was used to perform log normalisation, scaling, and highly variable gene detection on a dataset consisting of the six samples merged into one. Standard SCTransform options were used, with regression of mitochondrial expression and cell-cycle stage using “vars.to.regress.” We performed principle component analysis on the normalized counts matrix restricted to highly variable genes, using Seurat’s Run principle component analysis function with number of PCs = 50. To enable integration of the samples, we then used Harmony to generate PCs corrected for batch effects between libraries (Korsunsky et al, 2019). The Harmony PCs were then used to perform K-nearest neighbour analysis (k = 20) and Louvain clustering using Seurat (15 dimensions and resolution 0.6). Clusters were annotated as retinal cell types based on the highest expressed marker genes, and other known genes for each cell type, using information from the literature and ZFIN (Sprague et al, 2008). Cell cycle scoring was performed using the Seurat CellCycleScoring function, using zebrafish genes homologous to the “s.features” and “g2m.features” genes provided by Seurat.

#### Differential abundance analysis and topic modelling

DAseq and MiloR were used to perform differential abundance analysis between eGFP and mCherry-enriched samples using the standard, suggested parameters (Zhao et al, 2021; Dann et al, 2022). UMAP embeddings from Seurat were used as the graphing inputs. Topic modelling was carried out using fastTopics, using k = 8 number of topics (Dey et al, 2017). Non-normalised counts were used as the input, as is standard for topic modelling. Correlation between fluorophore expression and topic scores were calculated using a two-sided Pearson’s product–moment correlation using the cor.test function from R stats (R Core Team, 2021).

## Data Availability

The raw and processed scRNA-seq data generated in this study are available from the Gene Expression Omnibus (GEO) under the accession number GSE240575.

### Ethics statement

All zebrafish experiments were approved by the University of Edinburgh Ethical Committee and performed under UK Home Office licence PPL PA3527EC3.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

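Single-cell RNA-seq was measured in 6 libraries of cells sorted by FACS from the eyes of 48 hpf embryos carrying NRE-eGFP and HS5-mCherry, 3 mCherry-enriched and 3 eGFP-enriched. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger on GRCz11 with added eGFP and mCherry sequences, for all barcodes and without normalisation. The methods and the header of the count files name different Cell Ranger versions. The replicate number was taken as the round of sorting, which the sources used here do not state outright. The authors' assignment of cells to clusters and the mapping to the zebrafish atlas were not used here, so cells were clustered again and classes were rebuilt, and a difference from the study can come from these rebuilt names.

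Barcodes were called with an own implementation of emptyDrops with 10000 iterations and an FDR of 0.001, with barcodes of at most 100 UMIs as the ambient profile and without mitochondrial and ribosomal genes. Cells with at least 500 genes, at least 800 UMIs and at most 10% mitochondrial UMIs were kept. Cell calling was run in 2 configurations. The first tested all barcodes above the ambient limit and used the knee of the rank curve, and kept 724, 514 and 1217 cells in mCherry-enriched and 12059, 371 and 1053 cells in eGFP-enriched replicates 1 to 3, 15938 in all. After these counts had been seen it was replaced by the second, which tests only barcodes of at least 800 UMIs and uses no knee. The second removes only 1 of the 17930 barcodes that pass the other filters, so cell calling does almost nothing beyond those filters. Doublets were not removed, as the methods name no doublet caller. Scrublet marked 14 of 17929 cells, too few for the caller to have worked, and the alternative that removes them is void as a test of doublets.

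Clustering used Seurat 5.3.0 with sctransform 0.4.2, an own implementation of Harmony, 50 principal components, 15 dimensions, 20 neighbours and a Louvain resolution of 0.6. Genes named in the study's text, reporters included, were left out of the clustering features and of the markers. Markers of each class were fixed before the data were examined, from the study's Table S1 and Fig 3B for retinal classes and from general knowledge for other tissues. The rule that turns marker scores into names was written after a first clustering had been seen, and was run once without tuning. A cluster stayed unnamed when the mean log2 difference of the markers of its highest class was below 1.0, when fewer than 3 of them were higher, or when another class had more markers among its 10 leading genes. Clusters named as tissue outside the retina were removed, and unnamed clusters were kept. The number of clusters is unstable, since adding 1 barcode changed it from 33 to 30.

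Tests across genes used edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the quasi-likelihood test and Benjamini-Hochberg adjustment, on UMI counts summed per library and class. Classes were compared with all other retinal cells of the same library, with the library as a covariate, in libraries with at least 10 cells of the class. The sorts were compared as 3 against 3 libraries without a block and without such a minimum, so that progenitor-like cells numbered only 5 in eGFP-enriched and 6 in mCherry-enriched replicate 2. By the legend of Fig S2 both samples of a round of sorting were collected in it, so libraries of the same replicate number form a pair if the number is the round. Their deviations from the group means had correlations of 0.406, 0.228 and 0.0466 in numbers 1 to 3, with at least 1000 genes 0.189, 0.152 and 0.163, and with the ambient limit by rank 0.258, 0.194 and 0.189. Values with the replicate number as a block are given beside the results whose call they change. DESeq2 1.42.0 and limma 3.58.1 served for alternatives. Exact permutation tests were two-sided. Neighbourhoods followed MiloR in an own implementation with 10% of cells as seeds. Its dispersions were fitted without a trend, because the default trend could not be fitted, before any neighbourhood result had been seen. Topics were fitted with an own Poisson factorisation and 8 topics. Cell cycle scores used 44 of 47 S and 50 of 59 G2M genes found in the files. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, numba 0.67.0, matplotlib 3.10.9 and Matrix 1.6.5.

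The genes reported by class are those the study names in its text for these data, with mki67 and top2a for proliferation. Their values in the study's tables had been seen. The gene mki67 is also a marker of the progenitor-like class. Position genes of the retina, the 5 leading genes past the threshold between the sorts, of which there were 0, and the 10 leading genes of each topic complete the rule. Of the 171 tests of 19 genes in 9 classes, 120 passed 0.05 over all genes tested and 135 passed adjusted over the list alone.

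The statistics were tested on simulated data. With 200 genes changed 4-fold, edgeR's test recovered 79.5% in progenitor-like cells by sort over 1398 genes, 63% in amacrine-like cells over 6714 genes and 36.5% in RGC-like cells over 7603 genes, with 3.64%, 5.97% and 8.75% false calls. The cell caller recovered 100% of simulated cells and called 0.1% of simulated empty droplets. Harmony lowered the share of neighbours from the same simulated batch from 100% to 52.35%, where full mixing is 39.68%, so it removed such a batch in part. A simulated topic had an r of at least 0.9985 with its best match. The test of the neighbourhoods was first run on a single simulated data set, which showed more false calls than the nominal 10%. It was then enlarged to 50 sets, in which it recovered 99.88% of changed neighbourhoods with 8.719% false calls on average and 15.97% at most. The simulated libraries were of equal size, with more cells per neighbourhood and a much smaller dispersion than in the data. This recovery therefore does not measure the power of the test in the data.

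No pair of libraries was a duplicate, with a chi-square per degree of freedom of at least 5.11 over genes and at most 9 shared barcodes. Median depth ran from 1125 UMIs per retinal cell in eGFP-enriched replicate 1 to 5008 in eGFP-enriched replicate 3. Shares of cells with a UMI have 95% exact binomial intervals, and a count of 0 was given a limit of 3 counts.

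Alternatives fixed before the data were examined changed the filters, the doublet caller, normalisation, Harmony, the resolution, the features, the tool, the filter on low counts, depth, a subtraction of ambient UMIs, the replicate block, the topic model and each library in turn. Topics were not refitted without single libraries, and r is given per library instead. An ambient limit by barcode rank, in which all barcodes beyond the 10000 with the most UMIs are ambient, was chosen after seeing the data and tried at this value only. It was not made the main setting.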

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

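Both tests of free RNA in this part were chosen after the result had been seen. Of the 701 mCherry UMIs in the 6 libraries, 75.6% lay outside the barcodes kept as cells, and of the 4160 eGFP UMIs 43.3%, in barcodes the paper does not report on. The mCherry level in kept retinal cells was 0.677 times that in droplets of 100 to 800 UMIs, as the median of 5 libraries, and was higher in cells in 1 of 5 (exact two-sided sign-flip permutation test, p = 0.125). A ratio below 1 leaves free RNA open as a source of mCherry UMIs in kept cells, but does not give its share. In mCherry-enriched replicates 1 and 3 mCherry stood at 0.720 and 0.677 times its droplet level. In barcodes of at least 3000 UMIs blood genes stood at 0.0176 and 0.0338 times there, and lens genes at 0.138 and 0.0407. In barcodes of 800 to 1500 UMIs these were 0.358 and 0.221, and 1.91 and 0.195. How many of the mCherry UMIs are free RNA therefore stays open. For eGFP the ratio was 1.31 and above 1 in 6 of 6 libraries (p = 0.0313, exact permutation test, the smallest that 6 libraries allow), which argues against free RNA as the only source. Droplets of 100 to 800 UMIs can also hold damaged cells, and that was not tested. Free RNA spread evenly over the classes would give no difference between them. No class passed for mCherry under the main setting, while progenitor-like cells did among cells with at least 1000 genes (1.67, adjusted p = 0.025, edgeR, and 0.0676 or more in the others), Müller glia-like cells did in 5 of 29 alternatives and stem cell-like cells with log-normalisation (1.37, adjusted p = 0.0130, and 0.276 to 0.896 in the others), so activity of HS5 in some classes stays an open source of part of the mCherry UMIs.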

How the results depend on the processing

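The first configuration run and the ambient limit by rank, alone, with the block and without each library, were added after seeing the data, and the other alternatives were set before the data were examined. Over 727 comparisons of a result with another setting, 624 kept their direction and side of the threshold, 35 were weaker, 26 stronger, 18 moved and 24 reversed. Over 426 comparisons that leave out 1 library, 369 stayed, 14 were weaker, 9 stronger, 3 moved and 31 reversed. Thinning to 800 UMIs weakened 9 of 28 results, eGFP-enriched libraries alone 10 of 31 and mCherry-enriched libraries alone 6 of 31, settings that leave fewer UMIs or libraries. The cause was not tested for any other change, unless stated. Where a library is left out, an arm of 2 remains.

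Cells kept fell to 5606 with at least 1000 genes and 8756 with the limit by rank. An emptyDrops FDR of 0.01 kept the same number of cells in each library. Retinal clusters numbered 11 with at least 1000 genes, 14 without Harmony, 10 by rank, 15 at resolution 0.3 and 12 with log-normalisation. A stem cell-like class was named in the main setting, without emptyDrops, with at most 5% mitochondrial UMIs, with log-normalisation and at resolution 1.0, and its results have no value in the other clusterings.

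The eGFP difference by sort was -0.022 with Scrublet doublets removed, -0.065 in the first configuration run and -0.15 by rank. Leaving out 1 library in turn, under the main setting or by rank, gave -0.55 to 0.95. Under the main setting it turned negative without eGFP-enriched replicate 1 (-0.27), eGFP-enriched replicate 2 (-0.13) or mCherry-enriched replicate 3 (-0.41), and by rank it turned positive without eGFP-enriched replicate 3 (0.74) or mCherry-enriched replicate 2 (0.14). None passed the threshold.

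The progenitor-like difference in abundance by sort became 0.32 with at least 1000 genes, 0.095 with Scrublet doublets removed, 0.87 without Harmony, 0.17 with named genes kept in the features, 0.38 in the first configuration run, 0.44 by rank and 0.32 with log-normalisation, and ranged from -1.88 to 0.87 with 1 library left out, under the main setting or by rank. The values above 0 among these came by rank. Without eGFP-enriched replicate 1 it was -0.23. The amacrine-like difference became -0.037 without emptyDrops, -0.043 with at most 5% mitochondrial UMIs, -0.35 with at least 1000 genes, -0.014 without Harmony, -0.41 by rank and -0.053 with log-normalisation, and ranged from -0.55 to 0.37 with 1 library left out. Under the main setting it turned negative without eGFP-enriched replicate 1 (-0.17), eGFP-enriched replicate 2 (-0.11), mCherry-enriched replicate 1 (-0.010) or mCherry-enriched replicate 3 (-0.049). The Müller glia-like difference passed without emptyDrops only (1.01, adjusted p = 0.0156, edgeR), a setting that adds 1 barcode and changes the clusters, and its adjusted p ran from 0.0917 to 0.988 in the others. The difference itself ran from 0.074 to 1.01 over other settings and from 0.098 to 1.31 with 1 library left out. The stem cell-like difference kept its sign and passed in none. It ran from -0.64 to -0.044 over other settings and from -0.89 to -0.34 with 1 library left out.

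Neighbourhoods past 0.1 ranged from 0 to 706 with 1 library left out, and all 706 came without eGFP-enriched replicate 3, where the dispersion was 0.2719, against 1.449 with all libraries. A low dispersion alone does not give calls, since without eGFP-enriched replicate 1 it was 0.2043 with 0 calls. Genes past 0.05 by sort ranged from 0 to 3 in progenitor-like cells (3 without eGFP-enriched replicate 3) and from 0 to 1 in RGC-like cells (1 without mCherry-enriched replicate 1). Without a filter on low counts they numbered 2 in progenitor-like, 21 in amacrine-like and 25 in RGC-like cells. As 0 genes and 0 neighbourhoods passed by edgeR with all libraries, each of the 10 splits of the 6 libraries into 3 and 3, the real one included and whether or not it parts the pairs, gives as many. This was fixed in advance and decides nothing, so chance cannot be excluded.

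The eGFP difference of amacrine-like cells passed the threshold with at least 1000 genes (2.21), with Scrublet doublets removed (1.23), without Harmony (1.60), by rank (1.40), without a filter on low counts (0.97, against 0.97 with it) and thinned to 800 UMIs (1.3), and ranged from 0.77 to 1.81 with 1 library left out. It passed without mCherry-enriched replicate 1, at 1.33, and by rank at 1.81. Adjusted p of these 8 ran from 0.00308 to 0.0422, and of the others from 0.0535 to 0.525, by edgeR or DESeq2. The stem cell-like difference fell to 1.1 thinned to 800 UMIs (adjusted p = 0.136) and passed in the other 16 comparisons, with adjusted p of at most 0.0361.

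The mCherry difference of Müller glia-like cells passed with at most 5% mitochondrial UMIs (1.54), with Scrublet doublets removed (1.33), without Harmony (1.31), with named genes kept in the features (1.40) and at resolution 0.3 (1.04), with adjusted p from 0.00841 to 0.0493, and did not pass in 24 of 29 comparisons, with 0.0767 to 0.749. Thinned to 800 UMIs these cells and stem cell-like cells held 0 mCherry UMIs, and no value was computed. In progenitor-like cells it passed with at least 1000 genes (1.67, adjusted p = 0.025, and 0.0676 or more in the others), was -0.81 with log-normalisation, and ranged from -0.18 (without eGFP-enriched replicate 1) to 1.2 with 1 library left out. In stem cell-like cells it was 1.37 with log-normalisation (adjusted p = 0.0130, and 0.276 to 0.896 in the others), -0.27 in eGFP-enriched libraries alone, and -0.21 (without mCherry-enriched replicate 1) to 0.73 with 1 library left out. Depth limits these values, since they rest on 31, 4 and 20 UMIs.

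The eGFP topic correlation was 0.271 with at least 1000 genes. The difference in cycling share of stem cell-like cells was 27.5 points with at most 5% mitochondrial UMIs. The log2 fold change of pcna in progenitor-like cells was -0.12 in the first configuration run and -0.13 with log-normalisation. That of sox2 in amacrine-like cells was -1.15 with at least 1000 genes and -1.04 by rank, and ranged from -1.38 to 1.63 with 1 library left out, where the negative values came by rank and passed without eGFP-enriched replicate 1 (-1.36, adjusted p = 0.0353) or mCherry-enriched replicate 1 (-1.38, adjusted p = 0.0190, edgeR).

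With the replicate block, mCherry by sort was 3.42 and passed correction over all genes (adjusted p = 0.0163, edgeR, against 0.0992 to 1.0 without a block), 1 neighbourhood passed, and 40 genes in amacrine-like and 32 in RGC-like cells passed. With the limit by rank and the block, mCherry by sort was 3.37, 21, 52 and 48 genes passed in progenitor-like, amacrine-like and RGC-like cells, and the progenitor-like and amacrine-like differences in abundance were 0.50 and -0.38. Apart from single genes, the block changed no other call. Of the genes called with the block, 14 were shared between amacrine-like and RGC-like cells. In droplets that were not kept, 90% of the 40 genes moved the same way, against 63.8% of all genes, and 87.5% of the 32, against 59.7%. Of the 40 and the 32 genes, 9 and 7 were also called in these droplets. Free RNA that differs between libraries may account for some of the genes. A difference between the sorted cells may show in the droplets as well, so this comparison does not tell these explanations apart.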

Differences from the paper's values

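The paper's count of cells is 6288, and 16664 retinal cells were kept here. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with at least 1000 genes (4212), and did not without emptyDrops, with at most 5% mitochondrial UMIs, with Scrublet doublets removed, with log-normalisation, without Harmony, with named genes kept in the features or at resolution 0.3 or 1.0. An ambient limit by rank, chosen after seeing the values, gave 7508, and left no cluster named stem cell-like or horizontal-like, 2 of the paper's classes.

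The paper's number of clusters is 13, and 24 retinal clusters were found here, where non-retinal cells were removed after clustering and not before it. The value was within 1.5 times the paper's with at least 1000 genes (11), Scrublet doublets removed (19), log-normalisation (12), without Harmony (14) and at resolution 0.3 (15), and was not without emptyDrops (23), with at most 5% mitochondrial UMIs (22), with named genes kept (20) or at resolution 1.0 (28). The limit by rank, chosen after seeing the values, gave 10. Of the paper's classes, OFF bipolar, early bipolar, cholinergic amacrine and PR progenitor were not named here. A cholinergic amacrine-like cluster was named with at least 1000 genes and at resolution 1.0, an early bipolar-like one with at least 1000 genes and with Scrublet doublets removed, an OFF bipolar-like one without Harmony and, chosen after seeing the values, by rank, and a PR progenitor-like one under no setting.

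The paper's median of genes per cell is 1554, against 638 here. With at least 1000 genes it was 1917, within 1.5 times the paper's value. In the other alternatives set before the data were examined it ran from 616 to 658, and was not. The limit by rank, chosen after seeing the values, gave 1273, and drops the same 2 classes. The paper's mean of reads per cell counts reads and is not comparable with UMIs.

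The paper's Pearson r of its topic 1 with mCherry is 0.467648, in Table S2, and the highest r of a topic with mCherry was 0.0384 here. It differed under every alternative run, with values from 0.0354 to 0.129. For eGFP the paper's highest r is 0.239402, against 0.145 here. Over the alternatives the eGFP value ran from 0.0894 to 0.271, with 0.219 for raw reporter UMIs.

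The paper states that the clusters with the highest reporter expression also have high pax6a and pax6b. Over amacrine-like, stem cell-like, Müller glia-like and progenitor-like cells, both genes were higher than in the other retinal cells in 1 of the 4 classes, amacrine-like cells (1.71 and 1.83), and lower in the other 3, with -0.81 and -1.19 in stem cell-like, -1.44 and -0.75 in Müller glia-like and -1.17 and -1.33 in progenitor-like cells. The signs were the same under each alternative run in which the class was named. The higher values in amacrine-like cells match Fig S5A. The paper speaks of high expression, while these values are relative to other retinal cells, which include RGC-like and amacrine-like cells. A lower value therefore does not mean that a class lacks expression of these genes.

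The paper gives Müller glia and progenitor or stem cell clusters as those with the most mCherry. None of these classes passed correction here under the main setting, and the progenitor-like mean rests on 4 UMIs in 4 libraries. With at least 1000 genes progenitor-like cells did (1.67), and with named genes kept in the features, at most 5% mitochondrial UMIs, Scrublet doublets removed, no Harmony or resolution 0.3 Müller glia-like cells did (1.40, 1.54, 1.33, 1.31 and 1.04). With log-normalisation stem cell-like cells did (1.37). For eGFP, highest in amacrine and stem cells in the paper, the stem cell-like value passed (1.63). The amacrine-like one, 0.97, did not, and did with at least 1000 genes (2.21), Scrublet doublets removed (1.23), no Harmony (1.60), no filter on low counts (0.97), thinning to 800 UMIs (1.3), without mCherry-enriched replicate 1 (1.33) and, chosen after seeing the values, by rank (1.40), also without mCherry-enriched replicate 1 (1.81).

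The paper reports more cells of mCherry-enriched samples among progenitors and Müller glia and more of eGFP-enriched samples among amacrine and stem cells, by DAseq and MiloR, which take cells or neighbourhoods of cells. Here progenitor-like cells were 1 cluster of 958 cells at a median of 1064.5 UMIs, 868 of them from eGFP-enriched replicate 1. A deeper cluster of 346 cells, at a median of 10845 UMIs, had a higher progenitor score, 1.62 against 1.19. It stayed unnamed and was not counted as progenitor-like. By library, the progenitor-like difference was -1.44, with the opposite sign. It was positive with at least 1000 genes (0.32), Scrublet doublets removed (0.095), log-normalisation (0.32), no Harmony (0.87), named genes kept (0.17) and, chosen after seeing the values, in the first configuration run (0.38) and by rank, with all libraries (0.44), with the block (0.50) or without any 1 library (0.26 to 0.87). The Müller glia-like (0.90) and stem cell-like (-0.64) differences had the paper's sign. The amacrine-like one was 0.016, and negative, the paper's sign, with at least 1000 genes (-0.35), without emptyDrops (-0.037), with at most 5% mitochondrial UMIs (-0.043), log-normalisation (-0.053), no Harmony (-0.014), without eGFP-enriched replicate 1 (-0.17), eGFP-enriched replicate 2 (-0.11), mCherry-enriched replicate 1 (-0.010) or mCherry-enriched replicate 3 (-0.049) and, chosen after seeing the values, by rank, with all libraries (-0.41), with the block (-0.38) or without any 1 library (-0.55 to -0.24). None passed the threshold except the Müller glia-like difference without emptyDrops (1.01), and 0 neighbourhoods passed, or 1, in unnamed cells, with the block. Without eGFP-enriched replicate 3, 706 neighbourhoods passed. Of these, 0 were higher in mCherry-enriched and 73 in eGFP-enriched libraries among progenitor-like cells, 6 and 6 among Müller glia-like, 11 and 29 among amacrine-like and 0 and 15 among stem cell-like cells.

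The paper names notch1a among the genes of its progenitors. Here it was higher in progenitor-like cells by 0.63 and did not pass over all genes. It passed without emptyDrops (1.14), with at most 5% mitochondrial UMIs (1.67), at least 1000 genes (2.15), Scrublet doublets removed (1.53), log-normalisation (1.75), no Harmony (1.80), named genes kept (1.51), at resolution 0.3 (1.16), without eGFP-enriched replicate 1 (1.01) and, chosen after seeing the values, in the first configuration run (1.55) and by rank, with all libraries (1.70) or without any 1 of them (1.49 to 1.90).

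The paper's mCherry topic holds notch-signalling genes and Müller glia markers, which were not among the 10 leading genes here. Genes of the notch pathway were among them with at least 1000 genes (her4.2, her12, notch3 and notch1b), with 10 topics (notch1a, notch1b and notch3), from another random start (her4.2 and her12), with non-retinal clusters kept (notch1b) and, chosen after seeing the values, in the first configuration run (her4.2 and her12), and the Müller glia genes rlbp1a and gfap with named genes kept in the features. The mean share of the topic was highest in Müller glia-like cells or, by rank, chosen after seeing the values, in progenitor-like cells, both among the paper's clusters, except with raw reporter UMIs (stem cell-like). Its eGFP topic is an amacrine one, while a stem cell-like topic ranked first here (0.145) and an amacrine one second (0.133). An amacrine topic ranked first with at least 1000 genes (0.271), with SCTransform residuals of eGFP after regression (0.140), with 10 topics (0.134), with Scrublet doublets removed (0.132), without Harmony (0.107) and, chosen after seeing the values, by rank (0.150).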

Other observations

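Position scores were chosen after the values of single genes had been seen, the comparison of their size among deeper cells, with its limit of 50%, after its result had been seen, and the subtraction of background from them after the scores but before its own values had been seen, while the other tests of empty droplets and free RNA reported in this part were set before. In eGFP-enriched replicate 1, which gave 11288 of the 16664 retinal cells at a median of 1125 UMIs, blood genes in kept barcodes of 800 to 1500 UMIs stood at 0.779 times their level in droplets that were not kept, and lens genes at 0.893 times. In barcodes of at least 3000 UMIs the blood genes stood at 0.0416 times. In the other libraries the blood ratio of low barcodes was 0.221 to 0.402. The lens ratio there was 0.182 to 0.285 in 4 libraries and 1.91 in mCherry-enriched replicate 1, whose 240 barcodes of this depth do not share the pattern in blood genes (0.358). A candidate explanation is that many low-UMI barcodes of eGFP-enriched replicate 1 are empty droplets. This library had 26294 barcodes of at least 800 UMIs and kept 12093. Both exceed the approximate number of cells that the methods give as processed per sample, which goes with this explanation. Cells that lost their own RNA would look alike and were not tested, and no biological explanation was tested.

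No gene passed 0.05 between the sorts within progenitor-like, amacrine-like or RGC-like cells by edgeR, among 1400, 6715 and 7604 genes tested, with 14, 53 and 43 at an unadjusted p under 0.05. DESeq2 gave 0 in each, with 4, 11 and 24 at an unadjusted p under 0.05. With the replicate number as a block 0, 40 and 32 passed by edgeR, with 73, 478 and 294 at an unadjusted p under 0.05.

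Position genes were compared between the sorts because the paper's live imaging places HS5 activity in the temporal retina. As mean log2 of CPM plus 5, the temporal minus nasal score was higher in mCherry-enriched libraries by 0.99 in RGC-like and 1.2 in amacrine-like cells (exact two-sided permutation test, p = 0.1 each, the smallest that 3 against 3 libraries allow). By rank these were 0.91 (p = 0.1, exact permutation test) and 1.42 (p = 0.3, exact permutation test), or 0.57 without mCherry-enriched replicate 1 and 0.91 without mCherry-enriched replicate 2. They were, with at least 1000 genes, 1.84 and 2.01 (p = 0.1 each, exact permutation test), or 1.08 and 1.82 without eGFP-enriched replicate 2. The ventral minus dorsal score was higher by 1.07 in RGC-like cells (p = 0.1, exact permutation test) and 0.60 in amacrine-like cells (p = 0.5, exact permutation test), where it was 0.23 without eGFP-enriched replicate 3 or mCherry-enriched replicate 3 and 0.92 without mCherry-enriched replicate 2. With at least 1000 genes it was 0.14 there, and by rank 0.02, and its sign depends on single libraries. With at least 1000 genes it was -0.04, -0.37 and -0.12 without eGFP-enriched replicate 1, eGFP-enriched replicate 3 and mCherry-enriched replicate 3, and 0.83, 0.09 and 0.46 without eGFP-enriched replicate 2, mCherry-enriched replicate 1 and mCherry-enriched replicate 2. By rank the first 3 were -0.22, -0.42 and -0.25 and the others 0.70, -0.10 and 0.41. In RGC-like cells 2 of 2 temporal, 4 of 4 ventral, 0 of 4 nasal and 0 of 3 dorsal genes were higher in mCherry-enriched libraries, and in amacrine-like cells 1 of 1, 3 of 3, 0 of 4 and 1 of 3. By DESeq2 1 of the 4 nasal genes in amacrine-like cells was higher as well. None passed 0.05 over all genes or adjusted over the list alone by edgeR without a block. With the replicate number as a block, adjusted over the list alone, 3 of 4 nasal and 2 of 3 ventral genes passed in amacrine-like cells, and 2 of 3 temporal, 1 of 4 nasal and 3 of 4 ventral genes in RGC-like cells. Over all genes 1 nasal and 1 ventral gene passed in each of these classes with the block. With at least 1000 genes, adjusted over the list alone, 1 of 3 ventral genes passed in RGC-like cells and 2 of 4 in progenitor-like cells, of which eGFP-enriched replicate 2 holds 9 and 5, and by rank 1 of 3 in progenitor-like cells, while 0 passed over all genes.

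A test of empty droplets as the cause by a change of sign among deeper cells is void, since the scores have the same sign in droplets that were not kept. Their size was compared in its place. Empty droplets as the whole cause would leave under 50% of the difference in cells of at least 1000 genes. Of eGFP-enriched replicate 2 these hold only 9 RGC-like and 6 amacrine-like cells, so it was left out, and genes too low to be tested in either set of cells were left out as well. In RGC-like cells the ventral minus dorsal difference was then 1.07 among the deeper cells (SD 0.254 in 3 mCherry-enriched and 0.333 in 2 eGFP-enriched libraries) against 0.93 in all kept cells, and the temporal minus nasal difference 1.08 (SD 0.653 and 0.236) against 1.14. In both, each mCherry-enriched library was above both eGFP-enriched ones. The ventral minus dorsal difference lies above 50% of that in all kept cells by 0.61, more than its SDs, which argues against empty droplets as the whole cause. The temporal minus nasal one lies above it by 0.51, less than the larger SD, and leaves them open. In amacrine-like cells the temporal minus nasal score of 2.01 among the deeper cells includes 1 temporal gene, the only one tested, and 1 of 4 nasal genes that are below the count filter there, so it decides nothing. Empty droplets also stay open for the ventral minus dorsal difference there, 0.831 against 0.853 with SDs of 0.588 and 0.459. In droplets that were not kept the temporal minus nasal difference was 0.944 for the RGC genes and 1.22 for the amacrine genes. To weigh free RNA, the background of each library was subtracted from the same deeper cells and libraries, as its share times the level in droplets. With the share taken as the larger of blood and lens genes in those cells over droplets, 5.09% to 24.0% in RGC-like cells, the temporal minus nasal difference left in RGC-like cells was 1.12 (SD 0.681 and 0.241) and the ventral minus dorsal one 1.00 (SD 0.262 and 0.428). With the share taken as the highest of all lists of tissue outside the retina, 99.3% to 100% there, where endothelium genes give the highest value and a share is held at 100% at most, they were 1.41 (SD 0.882 and 0.321) and 0.604 (SD 0.384 and 0.362). Before the limit of 100%, endothelium genes gave 369% in eGFP-enriched replicate 1 and 229%, 328% and 620% in mCherry-enriched replicates 1 to 3. A background cannot exceed 100%, so this second share does not measure it, and values under it decide nothing. Free RNA as the whole cause would leave under 50% of the difference. The ventral minus dorsal difference lies above that by 0.46, more than its SDs, under the first share, and by 0.0663, less than its SDs, under the second. The temporal minus nasal one lies above it by 0.58 and 0.88, less than the larger SD in each case. In amacrine-like cells the ventral minus dorsal difference left was 0.80 (SD 0.583 and 0.512) and 0.987 (SD 0.0452 and 1.02), and the temporal minus nasal one could not be computed. The rule set before these values asked for a margin above the larger SD under both shares. The ventral minus dorsal difference in RGC-like cells met it under the first share only, by a narrow margin, so free RNA stays open there. That the second share does not measure a background was judged only after its values had been seen. For the temporal minus nasal difference and for amacrine-like cells free RNA also stays open, because the spread between libraries is large. A sort that takes cells from different parts of the retina may give the pattern in both cells and free RNA, and stays an untested hypothesis.

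Unnamed clusters hold 6623 retinal cells. One of 1018 cells, at a median of 1154 UMIs, had stem cell markers as its highest score and eGFP among its 10 leading genes. Another of 346 cells, at a median of 10845 UMIs, had progenitor markers as its highest score, and whether it holds doublets was not tested, since Scrublet did not work. In a cluster of 166 cells, led by matn1 and col2a1a, the highest score was for periocular mesenchyme, and in a cluster of 122 cells, with pnp4a among its leading genes, for pigment cells. The scores of both these clusters were below the minimum for a name, so their cells stayed among the retinal cells.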
